# Involvement of a Transcription factor, *Nfe2*, in Breast Cancer Metastasis to Bone

**DOI:** 10.3390/cancers12103003

**Published:** 2020-10-16

**Authors:** Di Zhang, Sadahiro Iwabuchi, Tomohisa Baba, Shin-ichi Hashimoto, Naofumi Mukaida, So-ichiro Sasaki

**Keywords:** bone metastasis, breast cancer, transcription factor, Wnt pathway

## Abstract

**Simple Summary:**

Breast cancer patients are frequently complicated by bone metastasis, which deteriorates their life expectancy. Bone metastasis is treated with the drugs targeting osteoclast activation, which is mostly observed at the metastasis sites. However, these drugs cannot directly inhibit cancer cell growth and therefore, a novel therapeutic strategy is required to impede cancer cell proliferation at bone metastasis sites. Here, we proved that a transcription factor, NFE2, was expressed selectively in breast cancer cells at bone metastasis sites and contributed crucially to their enhanced proliferation therein, by activating Wnt pathway. Thus, NFE2 can be a novel molecular target to treat breast cancer bone metastasis.

**Abstract:**

Patients with triple negative breast cancer (TNBC) is frequently complicated by bone metastasis, which deteriorates the life expectancy of this patient cohort. In order to develop a novel type of therapy for bone metastasis, we established 4T1.3 clone with a high capacity to metastasize to bone after orthotopic injection, from a murine TNBC cell line, 4T1.0. To elucidate the molecular mechanism underlying a high growth ability of 4T1.3 in a bone cavity, we searched for a novel candidate molecule with a focus on a transcription factor whose expression was selectively enhanced in a bone cavity. Comprehensive gene expression analysis detected enhanced *Nfe2* mRNA expression in 4T1.3 grown in a bone cavity, compared with in vitro culture conditions. Moreover, *Nfe2* gene transduction into 4T1.0 cells enhanced their capability to form intraosseous tumors. Moreover, *Nfe2* shRNA treatment reduced tumor formation arising from intraosseous injection of 4T1.3 clone as well as another mouse TNBC-derived TS/A.3 clone with an augmented intraosseous tumor formation ability. Furthermore, NFE2 expression was associated with in vitro growth advantages of these TNBC cell lines under hypoxic condition, which mimics the bone microenvironment, as well as Wnt pathway activation. These observations suggest that NFE2 can potentially contribute to breast cancer cell survival in the bone microenvironment.

## 1. Introduction

Breast cancer is the most prevalent cancer in females with 280,000 new cases annually in the United States alone [1]. Although prognosis has been progressively improved in advanced countries due to early diagnosis and advanced treatment [2], more than 40,000 breast cancer patients succumb annually in the United States [1], mostly due to metastasis. A meta-analysis study revealed that a median of 12% of patients with stage I–III breast cancer developed bone metastases during a median follow-up of 60 months and that more than 50% patients with metastatic breast cancer had bone metastasis [3]. At bone metastasis sites, cancer cells are presumed to interact with the bone microenvironment to cause bone destruction, where osteoclast activation has a crucial role [4]. Thus, bone metastasis is frequently treated with bisphosphonates and/or denosumab, a monoclonal antibody against the receptor activator of NF-κB (RANK) ligand, to inhibit osteoclast activation, thereby controlling bone metastasis [5]. These drugs have disease-modifying effects but are mostly palliative due to their indirect effects on intraosseous cancer cells [5]. It is, therefore, necessary to develop a novel type of agents, which can inhibit the growth of cancer cells in a bone cavity, based on the understanding the molecular and cellular mechanisms underlying bone metastasis.

With the interaction with a myriad of host resident cells, cancer cells metastasize to distant organs through multiple steps: growth at the primary site, intravasation from the primary tumor site, dissemination through systemic circulation, extravasation into the metastatic organ, and growth at the metastatic organ [6]. Moreover, in order to form a metastatic focus, tumor cells should adapt to the microenvironment of a metastatic organ, which exhibits different cell components including immunocompetent cells from the original organ [7]. Intra-cardiac injection of breast cancer cell lines [8] or injection of human breast cancer cell lines into the mammary fat pads of immune-deficient mice [9] was employed as a breast cancer bone metastasis model but could not reproduce the whole steps of bone metastasis. Thus, using a murine triple-negative breast cancer (TNBC) cell line, 4T1.0, we previously established 4T1.3 clone which could metastasize spontaneously to a bone cavity after its orthotropic injection into mammary fat pads of immunocompetent mice [10]. A subsequent analysis revealed that 4T1.3 clone exhibited constitutively enhanced expression of a chemokine, *Ccl4*, and the enhanced capacity of 4T1.3 clone to metastasize to bone was due to neither accelerated growth at its primary site nor augmented migration to bone, but was ascribed to its higher ability to grow in the bone microenvironment [10].

RNAseq was conducted to elucidate the molecular mechanisms underlying the enhanced capability of 4T1.3 clone to grow in a bone cavity and, as a consequence, revealed the changes in the expression of a wide variety of genes in intraosseously growing 4T1.3 clone, even when compared with intraosseously growing 4T1.0. Inspired by the potential involvement of several transcription factors such as *Runx-2* [11] and *Bach1* in breast cancer bone metastasis [12], we searched for an additional transcription factor(s), which is associated with augmented proliferation of 4T1.3 clone in a bone cavity. We finally provided evidence to indicate that *Nfe2*, a transcription factor involved in normal and malignant hematopoiesis [13,14,15,16,17], could provide breast cancer cells with an advantage to grow efficiently in a bone cavity, thereby accelerating breast cancer bone metastasis.

## 2. Results

### 2.1. Transcription Factor Expression in 4T1.3 Grown in a Bone Cavity

We previously observed that 4T1.3 cells exhibited a higher growth capacity compared with 4T1.0 cells [10]. Consistently, intraosseous injection of 4T1.3 cells formed a larger tumor mass with enhanced cell proliferation, as evidenced by increased Ki-67-positive cell numbers, compared with that of 4T1.0 cells (Figure 1a,b). Moreover, intraosseous injection of 4T1.0 and 4T1.3 cells gave rise to similar CD31-positive areas and VEGF expression in intraosseous tumor sites (Figure 1c,d). Intraosseous injection of either 4T1.0 or 4T1.3 increased intraosseous CD51-positive osteoclast numbers to similar extents, compared with untreated mice (Figure 1e). Consistently, the injection of either clone resulted in similar mRNA expression levels of *Rank*, *Rank ligand* (*Rankl*), and osteoprotegerin (*Opg*) (Figure 1f), which are presumed to be involved in osteoclastogenesis. These observations favor the notion that a higher intraosseous growth capacity of 4T1.3 cells can be ascribed to their intrinsic enhanced growth capacity but neither to augmented neovascularization nor to exaggerated osteoclast activation. Hence, we focused on a transcription factor(s) which can confer intraosseous growth ability on 4T1.3 cells, and searched for a candidate transcription factor(s) that fulfilled all three conditions (Figure 2a) and narrowed down to 13 transcription factor genes (Figure 2b). A subsequent qRT-PCR analysis detected significantly augmented expression of three transcription factors, *Lmo2*, *Myb* and *Nfe2*, in 4T1.3 grown in a bone cavity than in that under in vitro culture conditions, among these 13 transcription factors (Figure 2c). Consistently, immunohistochemical (IHC) analysis detected these three transcription factor proteins in the intraosseous tumor foci arising from intraosseous injection of 4T1.3 clone (Figure 2d).

### 2.2. Enhanced Intraosseous Growth by Nfe2-Expressing Breast Cancer Cells

We next examined the effects of the gene transduction of *Lmo2*, *Myb*, or *Nfe2* on intraosseous growth of parental 4T1.0 cells, which grow less efficiently in a bone cavity compared with 4T1.3 [10]. The transfection with individual transcription factors resulted in the establishment of clones, which exhibited enhanced expression of the corresponding transcription factors as evidenced by qRT-PCR (Figure 3a). 

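Besides the qRT-PCR of the panel, total RNA of the control vector-transfected and the *Nfe2*-expressing 4T1.0 cells cultured in vitro was sequenced, with 2 libraries of each and 24105059 to 25557242 reads assigned to genes per library. *Nfe2* (ENSMUSG00000058794), which encodes a transcription factor of the erythroid and megakaryocytic lineages, lies on the minus strand of chromosome 15 from 103248212 to 103258403 in GRCm38. It had 0 reads in both 4T1.0-Control libraries, and 11 and 3 reads in the 4T1.0-Nfe2 libraries. A count of 0 allows up to 3 reads, or 0.118 and 0.124 CPM (reads scaled by the total reads of the library) in the 2 control libraries. Set against 3 reads over the control group, the pooled *Nfe2* level was 4.85-fold as high in 4T1.0-Nfe2. This bound covers the counting error of the 0 and takes the 14 reads of 4T1.0-Nfe2 as counted. The gene lay below the minimum count for testing, and without that filter edgeR gave an unadjusted p of 0.033 (adjusted p = 1.00). The bound was 2.42-fold without 4T1.0-Control replicate 1, 2.43-fold without 4T1.0-Control replicate 2 and 7.56-fold without 4T1.0-Nfe2 replicate 2. It rests mainly on the 11 reads of 4T1.0-Nfe2 replicate 1. The 3 reads of replicate 2 do not exceed the limit of 3 reads for a single library at 0. *Lmo2*, a hematopoietic transcriptional co-regulator on chromosome 2 from 103957986 to 103981878, had 0.826 ± 0.058 CPM after TMM scaling (SD, n = 2) in 4T1.0-Control and 0.470 ± 0.023 (SD, n = 2) in 4T1.0-Nfe2. Its log2 fold change was -0.81 (standard error 0.49, adjusted p = 1.00 from the quasi-likelihood test of edgeR), with 20 and 22 reads against 12 and 11. *Myb*, a transcription factor of hematopoietic progenitors on chromosome 10 from 21124935 to 21160984, had 1.67 ± 0.37 CPM (SD, n = 2) in 4T1.0-Control and 1.89 ± 1.12 (SD, n = 2) in 4T1.0-Nfe2, a log2 fold change of 0.17 (standard error 0.58, adjusted p = 1.00 from edgeR). Its direction was not settled, with values from -0.60 without 4T1.0-Nfe2 replicate 2 to 0.68 without 4T1.0-Nfe2 replicate 1, -0.033 without 4T1.0-Control replicate 1 and -0.071 when scaled to *Hprt*. The expression vectors carry the protein-coding part of each cDNA, and reads from a vector and from the cell's own gene cannot be separated in these counts. Whether the authors' mapping kept or missed reads from the vector is not given in the sources used here, so the counts and the bound cover only the *Nfe2* reads that it kept. In TS/A cells sequenced in the same series, *Nfe2* had 0 reads with the empty vector and 146 with the *Nfe2*-expressing vector. The mapping therefore kept *Nfe2* reads in that library, which does not exclude a partial loss. Intervals and floors cover counting error only, and a floor covers that of the count of 0 alone. The *Lmo2*- and *Myb*-expressing clones are not among the sequenced samples.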

When these clones were injected directly into a bone cavity, only the *Nfe2*-expressing clone formed significantly larger tumor foci compared with a control vector-transfected one (Figure 3b) together with enhanced NFE2 protein expression at tumor sites (Figure 3c). However, *Nfe2* transfection failed to change in vitro mRNA expression of *Rank*, *Rankl*, or *Opg* (Figure 3d). 

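The sequenced RNA of control vector-transfected and *Nfe2*-expressing 4T1.0 cells, cultured in vitro, held few reads of these 3 genes. *Rank* (*Tnfrsf11a*, ENSMUSG00000026321), the receptor that drives osteoclast differentiation, lies on chromosome 1 from 105780718 to 105847981 in GRCm38. It had 31 and 23 reads in the 4T1.0-Control libraries and 32 and 10 reads in the 4T1.0-Nfe2 libraries. These counts correspond to 1.06 ± 0.22 CPM (SD, n = 2) in 4T1.0-Control and 0.855 ± 0.626 (SD, n = 2) in 4T1.0-Nfe2. The log2 fold change was -0.31 (standard error 0.68, adjusted p = 1.00 from edgeR), with a 95% confidence interval from -2.04 to 1.42. *Rankl* (*Tnfsf11*), the ligand of *Rank*, had 0 reads in all 4 libraries, where 0 reads allow up to 3, so no fold change was calculated. *Opg* (*Tnfrsf11b*), the decoy receptor of the ligand, had 6 and 6 reads in 4T1.0-Control and 10 and 2 reads in 4T1.0-Nfe2, and it lay below the minimum count for testing. The difference in *Rank* between the groups was smaller than the spread between the 4T1.0-Nfe2 libraries. Its log2 fold change ranged from -1.35 to 0.30 when each library was left out in turn, so its direction depended on single libraries.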

Consistently, NFE2 proteins were detected at tumor sites arising from intraosseous injection of 4T1.3 cells but not those of 4T1.0 cells (Figure 3e). On the contrary, no differences were observed on the growth rates between *Nfe2*-expressing and control 4T1.0 clones when they were injected into mouse mammary fat pads (Figure 3f). Moreover, *Nfe2* mRNA was expressed to a larger extent in 4T1.3 obtained from intraosseous tumor sites but not mammary fat pad sites (Figure 3g). These observations would indicate that NFE2 could confer an advantage to grow only in a bone cavity but not at the primary sites, mammary fat pads. In order to evaluate the clinical relevance of *Nfe2* expression, we evaluated the data on overall survival of breast cancer patients. Patients with a higher expression of *Nfe2* exhibited an unfavorable prognosis (Figure 3h), suggesting the clinical significance of *Nfe2* expression among breast cancer patients.

### 2.3. Reduced Intraosseous Growth of Breast Cancer Cells by Nfe2 Expression Ablation

We next examined the effects of *Nfe2* gene expression ablation on intraosseous growth. Additionally, from another mouse TNBC cell line, TS/A, we established TS/A.3 clone, which exhibited a higher capacity to grow in a bone cavity but not at mammary fat pads, compared with its parental clone (Figure 4a,b). *Nfe2* shRNA reduced its gene expression in 4T1.3 and TSA.3 clones (Figure 4c) and protein expression in 4T1.3 (Figure 4d) with few effects on in vitro mRNA expression levels of *Rank*, *Rankl*, and *Opg* (Figure 4e). Concomitantly, *Nfe2* shRNA transduction significantly reduced the tumor growth of 4T1.3 and TS/A.3 clones upon their intraosseous injection (Figure 4f) with few effects on their tumor formation upon their injection into mammary fat pads (Figure 4g). These observations would indicate that NFE2 provided breast cancer cells with a growth advantage in a bone cavity but not at primary sites.

### 2.4. Contribution of NFE2 to Breast Cancer Cell Survival under Hypoxic and Anchorage-Independent Conditions

In order to delineate the molecular mechanism underlying NFE2-mediated enhanced intraosseous tumor formation, we examined the effects of NFE2 expression on in vitro proliferation. Reduced *Nfe2* expression did not impair the in vitro proliferation and survival of 4T1.3 or TS/A.3 clone under normoxic and anchorage-dependent conditions (Figure 5a,c). On the contrary, *Nfe2* shRNA treatment reduced the growth advantage of 4T1.3 or TS/A.3 clone under hypoxic and anchorage-independent conditions (Figure 5b,d), the conditions which resemble the bone microenvironment. Consistently, *Nfe2* gene transduction provided 4T1.0 clone with a growth advantage under hypoxic and anchorage-independent conditions but not under normoxic and anchorage-dependent ones (Figure 5e,f). These observations would indicate that NFE2 could enhance the growth of breast cancer cells in a bone cavity where hypoxia predominates [18]. However, hypoxia-inducible factor *(Hif)1α* expression was not augmented in 4T1.3 cells grown in a bone cavity, compared with those under normoxic in vitro culture conditions (Figure 5g). Moreover, *Nfe2* gene transduction into 4T1.0 cells did not increase the expression level of hypoxia-related genes including *Hif1α*, *Hif2α*, *Myc*, and *Nrf2* compared with a control clone even under hypoxic conditions (Figure 5h,i). Thus, NFE2-mediated growth enhancement may not be ascribed to the enhanced expression of these hypoxia-related transcription factors.

### 2.5. Wnt Pathway Activation in Nfe2-Mediated Enhanced Intraosseous Tumor Formation

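To compare the transcriptomes of the 4T1.0 transfectants, bulk RNA sequencing was performed on 4T1.0 cells, a clone of the mouse triple negative breast cancer line 4T1, transfected with an empty vector (4T1.0-Control) or with an *Nfe2*-expressing vector (4T1.0-Nfe2). Total RNA was obtained from cells cultured in vitro, and there were 2 libraries per group. The sample labels give the replicate numbers 1 and 2. The labels and the paper's sequencing methods name the line 4T1, and the methods call the cells compared with the *Nfe2*-expressing cells parental, while the legend of Fig. 6a names control vector-transfected 4T1.0 cells. Neither the labels nor the paper states that the 2 libraries of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The labels also name other extraction and library kits than the methods (TruSeq RNA v2 in the labels, a stranded TruSeq mRNA kit in the methods). Reads assigned to genes came to 25415614 and 24105059 in the 4T1.0-Control libraries and to 25557242 and 24736655 in the 4T1.0-Nfe2 libraries. The authors calculated the expression of 25706 genes with CLC Genomics Workbench and deposited a read count and an RPKM value for each gene. The version of that software, the genome build and the use of strand in counting are not given in the sources used here. Between 1407 and 1641 genes per 4T1.0 library had reads but an RPKM of 0, so the counts include reads outside exons. Genes that overlap or lie antisense to another gene can therefore share reads.

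From the deposited counts, 12253 genes past the low-count filter of edgeR were scaled by TMM and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment and without a term for the replicate number. No gene was higher or lower in 4T1.0-Nfe2 at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 146 genes, where 612.65 would pass by chance. With limma-voom no gene passed either (146 at an unadjusted p under 0.05), and with DESeq2 5 genes were lower and none was higher (124 at an unadjusted p under 0.05). Over all tested genes the common dispersion was 0.0929, a coefficient of variation of 30.5% between libraries of a group. The libraries numbered 1 and 2 differed within both groups. For 35 measured targets of the hypoxia-inducible factors, the mean level was 7.92 and 6.93 log2 CPM in 4T1.0-Control 1 and 2, and 8.26 and 6.97 in 4T1.0-Nfe2 1 and 2. This spread between libraries of a group enters every test of the 4T1.0 comparison. With the replicate number as a block, edgeR called 8 genes higher and 44 lower, though no source states that the numbers pair the cultures. In simulated counts with a shift shared by libraries of the same number, the fit without the block recovered 0 of 100 genes changed 4-fold. The absence of calls therefore does not show that no gene changed. *Nfe2* itself had only 11 and 3 counted reads in the 4T1.0-Nfe2 libraries. This low counted level limits every result of the 4T1.0 comparison.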

No evidence to indicate the direct effects of NFE2 on breast cancer cell proliferation [14,17], prompted us to conduct gene set enrichment analysis (GSEA) to delineate biological pathways and processes that are associated with NFE2-mediated enhanced intraosseous tumor formation. The analysis revealed the enrichment in Wnt pathway in *Nfe2*-expressing 4T1.0, compared with its control clone (Figure 6a). 

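Of 40 target genes of Wnt/β-catenin signaling that were present in the files and had been listed before the data were examined, 23 had enough reads to test. None was higher or lower in 4T1.0-Nfe2 at an adjusted p under 0.05 from edgeR, over all genes or when adjusted over the list alone. The log2 fold change was positive for 11 of them and negative for 12. Of the 40 genes, 16 had under 10 reads in every 4T1.0 library. Among these, 9 had 0 reads in all 4, *Axin2*, *Nkd1* and *Sp5* included. The results of the list do not cover these 16 genes. *Ccnd1*, the cyclin that drives entry into S phase, had 715 ± 24 CPM (SD, n = 2) in 4T1.0-Control and 463 ± 215 (SD, n = 2) in 4T1.0-Nfe2. Its log2 fold change of -0.63 (standard error 0.36, adjusted p = 1.00 from edgeR) had the smallest p of the list. Of 4 members chosen after their values were seen, *Rnf43*, a membrane ubiquitin ligase that removes Wnt receptors, had a log2 fold change of 0.60 (standard error 0.55). Its reads were 94 and 73 in 4T1.0-Control and 177 and 67 in 4T1.0-Nfe2. *Tcf7*, a DNA-binding partner of β-catenin, had a log2 fold change of 0.45 (standard error 0.42). In the other direction, *Notum* had one of -1.02 (standard error 0.70) and *Cldn1* one of -1.13 (standard error 1.45). The median of the list was -0.04, and camera of limma, a test of whether a list moves against all other genes, gave an adjusted p of 0.66 (adjusted p = 0.88 with an estimated correlation between its genes). The median changed sign with limma-voom, where it was 0.02, without the low-count filter, where it was 0.03, and in a fit of all 6 libraries with cell line plus vector, where it was 0.03. Without the filter the list holds more members, and the fit with cell line plus vector also takes in the TS/A libraries. When each library was left out in turn it ranged from -0.30 to 0.16. Leaving out 1 library unbalances the replicate numbers between the groups. These values and those below therefore also hold part of the difference between numbers 1 and 2.

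Of the 8 tested Wnt ligands and R-spondins 5 had a positive and 3 a negative log2 fold change, with a median of 0.56. The list passed camera at the preset correlation (adjusted p = 0.021) but not with an estimated correlation (adjusted p = 0.88) or with fry (adjusted p = 0.98). The correlation was estimated at 0.83 and takes in the shift between replicate numbers, so not passing does not show that the list is unchanged. Ranked by the log2 ratio of group means, it also passed preranked enrichment with fgsea (normalized enrichment score 1.86, adjusted p = 0.0087), which takes genes as independent, while the list of targets did not (score -1.15, adjusted p = 0.51). No member passed the test for single genes. *Rspo3*, a secreted amplifier of Wnt signaling, had 1.02 ± 0.28 CPM (SD, n = 2) in 4T1.0-Control and 3.20 ± 1.44 (SD, n = 2) in 4T1.0-Nfe2, a log2 fold change of 1.64 (standard error 0.53, adjusted p = 1.00 from edgeR). Of 3 further ligands, chosen after their values were seen, *Wnt10b* had 108 and 54 reads in 4T1.0-Control and 264 and 77 in 4T1.0-Nfe2, and *Wnt9a* had 105 and 80 against 267 and 63. *Wnt7b*, at 1139 to 1788 reads per library, had a log2 fold change of -0.01 (standard error 0.30). The list median ranged from -0.19 to 0.83 when each library was left out in turn, with the negative value without 4T1.0-Nfe2 replicate 1. It was -0.03 in a fit of all 6 libraries as 4 groups and 0.10 in one with cell line plus vector, and the list did not pass with limma-voom (adjusted p = 0.073). The fit of 4 groups tested 13071 genes, so the list can hold other ligands there. The value with cell line plus vector also takes in the TS/A libraries.

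No other list of pathway components passed the test at an adjusted p under 0.05. The median log2 fold change was 0.01 for 15 receptors and co-receptors (adjusted p = 0.97 from camera of limma), 0.11 for 27 intracellular components (adjusted p = 0.095) and -0.37 for 7 antagonists (adjusted p = 0.21). In the same order, preranked enrichment with fgsea gave scores of -0.84 (adjusted p = 0.75), 1.44 (adjusted p = 0.16) and -1.33 (adjusted p = 0.34). *Apc*, a scaffold of the complex that degrades β-catenin, had a log2 fold change of 0.44 (standard error 0.21). *Lgr6*, an R-spondin receptor, had one of -0.998 (standard error 0.65), and *Nkd2*, a feedback inhibitor, one of -1.13 (standard error 0.60). None of these 3 genes passed the test of edgeR (adjusted p = 1.00). Without 4T1.0-Control replicate 1, *Lgr6* was at 0.053 and the median of the antagonists at 0.21. The median of the antagonists was -0.49 without 4T1.0-Control replicate 2. With every 4T1.0 library and a filter at a mean of 50 reads it was 0.27. That filter leaves out *Notum*, at 6 to 32 reads per 4T1.0 library, and *Nkd2*, at 6 to 23. The intracellular components had a median of -0.035 without 4T1.0-Nfe2 replicate 1 and passed as higher without 4T1.0-Nfe2 replicate 2 (median 0.19), and the receptors had a median of -0.061 without the latter.

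In the mouse Reactome collection, 482 sets kept 20 to 200 tested genes. By camera 18 of them were higher and 3 were lower in 4T1.0-Nfe2 at an adjusted p under 0.05, and none passed with an estimated correlation (smallest adjusted p = 0.99). That estimate also takes in the shift between replicate numbers, so the latter result does not show that the sets are unchanged. The count of 21 sets past camera moved to 31 without 4T1.0-Control replicate 1, 147 without 4T1.0-Control replicate 2, 188 without 4T1.0-Nfe2 replicate 1 and 88 without 4T1.0-Nfe2 replicate 2. The set of TCF-dependent Wnt signaling had 123 tested genes, a median log2 fold change of 0.04 and an adjusted p of 0.49. The set of β-catenin-independent Wnt signaling had 94 genes, a median of 0.03 and an adjusted p of 0.53. The set with the smallest p was translation elongation, mostly ribosomal protein genes, with 82 genes, a median log2 fold change of 0.25 and an adjusted p of 4.46e-14 (adjusted p = 0.99 with an estimated correlation). Ranked by the log2 ratio of group means, as in the study's methods, 22 Reactome sets were higher and 2 were lower by preranked enrichment, in which genes are permuted and taken as independent. The Wnt sets were not among them. The score was 1.17 for TCF-dependent (adjusted p = 0.59 from fgsea) and 1.26 for β-catenin-independent Wnt signaling (adjusted p = 0.32 from fgsea).

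**Figure D1:**
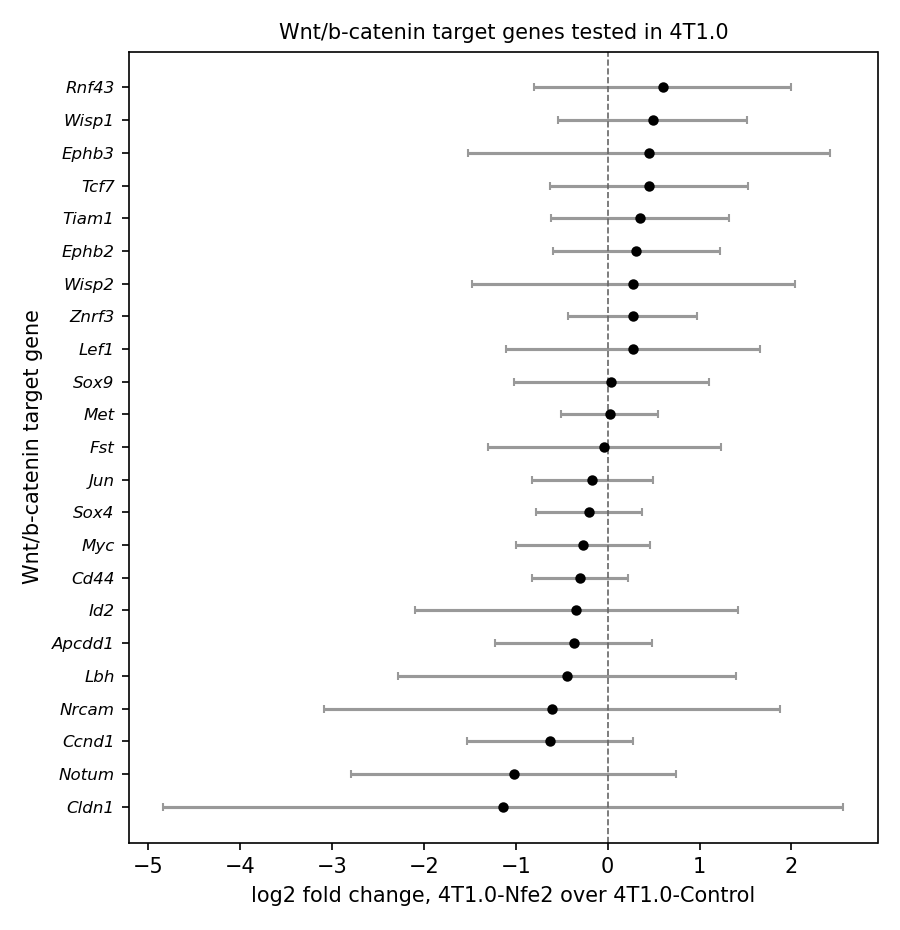
Log2 fold change of each tested Wnt/β-catenin target gene in 4T1.0-Nfe2 over 4T1.0-Control, with its 95% confidence interval from the edgeR fit (2 libraries per group). Each of the 23 intervals includes 0.

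The collection of oncogenic signatures that holds the set of Fig. 6a was not used here, so these lists stand beside that set and are not a repeat of it. The threshold here was an adjusted p under 0.05, while the paper's criteria for enrichment include a looser limit on the false discovery rate. From the enrichment of that set among genes ranked by their log2 ratio of means, the paper states that the Wnt pathway was enriched in *Nfe2*-expressing 4T1.0 cells, and it then turned to qRT-PCR of single Wnt-related genes.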

Then, we validated this result by using qRT-PCR. *Nfe2*-expressing 4T1.0 clone displayed enhanced gene expression of Wnt-related molecules including *Axin2* and *Lef1* compared with the control 4T1.0 clone (Figure 6b). Similarly, the expression of Wnt-related molecules, such as *Axin2*, *Lbh*, and *Lef1*, was augmented in intraosseously growing 4T1.3 and TS/A.3 cells, compared with intraosseously growing 4T1.0 and TS/A cells, respectively (Figure 6c,d). 

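In the sequenced RNA of control vector-transfected and *Nfe2*-expressing 4T1.0 cells, cultured in vitro, *Axin2* had no reads and neither *Lef1* nor *Lbh* passed the test. The sources used here do not state whether the sequenced RNA and the RNA for qRT-PCR came from the same transfected clones and cultures. *Axin2* (ENSMUSG00000000142), a feedback inhibitor induced by β-catenin, lies on the plus strand of chromosome 11 from 108920349 to 108950783 in GRCm38. It had 0 reads in all 4 libraries, which allows up to 3 reads each, so a difference was not detectable at this depth and no fold change was calculated. *Lef1* (ENSMUSG00000027985), which encodes a DNA-binding partner of β-catenin, lies on chromosome 3 from 131110471 to 131224356. It had 10 and 14 reads in 4T1.0-Control and 16 and 12 in 4T1.0-Nfe2. In CPM this was 0.472 ± 0.113 (SD, n = 2) and 0.572 ± 0.109 (SD, n = 2). The log2 fold change was 0.27 (standard error 0.54, adjusted p = 1.00 from edgeR), with a 95% confidence interval from -1.11 to 1.66. *Lbh* (ENSMUSG00000024063), a transcriptional regulator induced by Wnt signaling, lies on chromosome 17 from 72918305 to 72941947. It had 19.0 ± 12.5 CPM (SD, n = 2) in 4T1.0-Control and 14.0 ± 10.6 (SD, n = 2) in 4T1.0-Nfe2, a log2 fold change of -0.44 (standard error 0.72, adjusted p = 1.00 from edgeR). Its reads differed more between the libraries of a group, 711 and 258 in 4T1.0-Control, than between the groups, and its log2 fold change ranged from -1.54 to 0.46 when each library was left out in turn. *Hprt*, the reference gene of the panel, had 206 ± 8 and 234 ± 76 CPM (SD, n = 2 each). Scaled to *Hprt*, the log2 fold change was 0.22 for *Lef1* and -0.40 for *Lbh*, as values with no test.

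**Figure D2:**
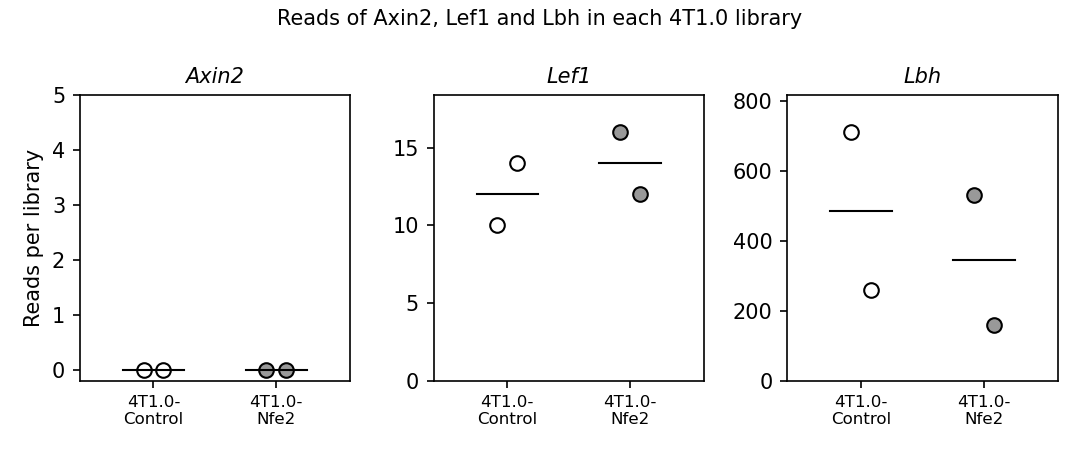
Reads of *Axin2*, *Lef1* and *Lbh* in each 4T1.0 library, with open points for 4T1.0-Control, grey points for 4T1.0-Nfe2 and a line at the mean of each group. *Axin2* is at 0 in all 4 libraries, and the groups overlap for *Lef1* and *Lbh*.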

We finally examined the involvement of the Wnt pathway in NFE2-mediated growth promotion by using a specific Wnt/β-catenin inhibitor, LF3. The inhibitor did abrogate enhancement in cell proliferation of *Nfe2*-expressing 4T1.0 cells under hypoxic and anchorage-independent conditions (Figure 6e,f). Altogether, NFE2 expression can activate the Wnt pathway, which can confer a growth advantage on tumor cells when they grow in a bone cavity with a low oxygen content.

## 3. Discussion

Like metastasis to other organs, bone metastasis is based on a multi-step process from tumor growth at primary sites to tumor formation in bone [19]. Accumulating evidence indicates the involvement of several transcription factors, *Runx-2* [11] and *Bach1* [12], in breast cancer metastasis to bone. RUNX-2 can promote breast cancer bone metastasis by increasing integrin α5-mediated colonization [20] or inducing RANKL-mediated osteoclast activation [21]. *Bach1* can promote bone metastasis by enhancing the expression of metalloproteinase 1 and a chemokine receptor, CXCR4 [12]. On the contrary, we previously demonstrated that a higher capacity of 4T1.3 clone to metastasize to bone can be ascribed to its higher ability to grow in a bone cavity but neither to enhancement in its colonization, induction of osteoclast activation, nor *Cxcr4* expression [10]. Hence, we presumed that an additional transcription factor(s) may contribute to 4T1.3 clone metastasis to bone by binding cis-elements of *Ccl4* gene, which had an indispensable role in bone metastasis and exhibited enhanced expression [10]. Through combined dry bioinformatics and wet analyses, *Nfe2* has finally been identified as a transcription factor, which can provide breast cancer cells with an intraosseous growth advantage.

NFE2 was originally discovered as a DNA binding protein present in extracts of erythroid cells [22] and was subsequently characterized as a hematopoietic-specific basic-leucine zipper protein which dimerizes with the small Maf subunits [23], thereby binding activator protein (AP)-1-like recognition site [24]. NFE2 was initially presumed to be an indispensable transcription factor for correct regulation of porphobilinogen deaminase (PBGD) gene [25], coding for the third enzyme of the heme biosynthesis. Moreover, NFE2 can regulate α- and β-globin gene transcription [26,27]. Neonates exhibit severe anemia probably compounded by concomitant bleeding due to severe thrombocytopenia, but surviving adults exhibit only mild anemia with compensatory reticulocytosis and splenomegaly [28]. Thus, NFE2 deficiency may be compensated by other transcription factors involved in erythroid genesis and globin gene expression. However, NFE2-deficient mice develop severe thrombocytopenia arising from the intrinsic defects in the megakaryocyte lineage [29], indicating its indispensable role in megakaryocyte biogenesis. In contrast, mice expressing an *Nfe2* transgene in hematopoietic cells exhibit many features of myeloproliferative disorders (MPN) including thrombocytosis and leukocytosis, and often develop acute myeloid leukemia [14] or myelosarcoma [17]. Consistently, MPN patients display *Nfe2* overexpression arising from either recurrent truncating mutation [15] or epigenetic changes mediated by the histone demethylase JMJD1C [16]. These observations would indicate the crucial roles of aberrant *Nfe2* expression in some types of leukemogenesis.

NFE2 expression is presumed to be restricted to hematopoietic cells such as erythroid cells, megakaryocytes and granulocytes [30,31]. On the contrary, we provided the first definitive evidence to indicate that NFE2 was robustly expressed in mouse breast cancer cells grown in a bone cavity. Moreover, we proved that NFE2 could confer a growth advantage on breast cancer cells under hypoxic and anchorage-independent conditions, which mimic the microenvironment in a bone cavity. The studies on *Nfe2* transgenic mice proved that *Nfe2* gene overexpression could increase colony formation of several types of hematopoietic progenitor cells, but without additional elucidation on its molecular mechanisms [14,17]. Hence, we conducted GSEA on *Nfe2*-overexpression 4T1.0 clone and demonstrated, together with subsequent qRT-PCR analysis, the enrichment of Wnt pathway molecules in 4T1.3 clones grown in a bone cavity as well as *Nfe2*-expressing breast cancer cells. The Wnt pathway is involved in various aspects of carcinogenesis, such as cell proliferation, resistance to cell death, and angiogenesis [32]. A Wnt inhibitor abrogated NFE2-mediated enhancement in cell proliferation and survival observed on *Nfe2*-overexpressing cells which were cultured under hypoxic conditions. Given that bone cavity is generally hypoxic, it is likely that the activated Wnt pathway is associated with enhanced breast cancer cell survival in the bone cavity.

NF-E2-related factor (Nrf2) is a master regulatory transcription factor of cytoprotective genes [33], and its aberrant expression is frequently observed in cancer cells and can provide an advantage for their growth [34]. Nrf2 is also a basic-leucine zipper DNA-binding protein and shows a structural similarity with Nfe2 even at its DNA-binding domain [35]. Like NFE2, Nrf2 heterodimerizes with the small Maf subunit [36], and binds to anti-oxidant responsive element (ARE) or electrophile-responsive element (EpRE) to induce transcription of target genes [37]. Moreover, several lines of evidence indicate that aberrant Nrf2 expression could activate Wnt pathways in several types of carcinogenesis [38,39]. The consensus ARE/EpRE sequence comprises 5′-TGACNNNGC-3′ [37], which is highly similar to the consensus-binding sequence for *Nfe2* [40]. Hence, it is tempting to speculate that NFE2 might activate similar sets of target genes as Nrf2 did and eventually activate the Wnt pathway.

Analyses on the public database, GeneCards^®^ (https://www.genecards.org), together with our RNAseq on intraosseously grown 4T1.3 and 4T1.0 cells, demonstrated that NFE2 can regulate the expression of several bone metastasis-related transcription factors including *Runx2* [11], *Bach1* [12], and Esr1 [41]. Thus, NFE2 may be a hub of the transcription factors involved in bone metastasis and consequently its blockade may be effective to treat bone metastasis. NFE2 and Nrf2 bind with a similar region of the small Maf subunit to form a heterodimer and to eventually exert their functions [13,33]. As ML385, a thiazole-indoline compound, can specifically inhibit the interaction between Nrf2 and Maf [42], it may be able to inhibit the interaction between NFE2 and Maf, thereby blocking NFE2 activities. Alternatively, inhibition of *Nfe2* expression can be employed to treat bone metastasis of breast cancer with aberrant *Nfe2* expression. As reported on *Runx-2* [43], the treatment with siRNA may be feasible to decrease *Nfe2* expression. Moreover, *Nfe2* transcription could be enhanced by another transcription factor, *Runx-1* [44]. Thus, *Nfe2* expression can be reduced by the modulation of the expression and/or functions of this transcription factor. Furthermore, *Nfe2* expression in hematopoietic cells can be enhanced also by several secreted bioactive molecules such as activin A [45] and platelet-derived growth factor (PDGF) [46]. As our preliminary observations demonstrated that *Pdgf* mRNA expression was increased in fibroblasts present in 4T1.3-growing bone cavity, fibroblast-derived PDGF may enhance *Nfe2* expression in bone metastasis foci. Hence, PDGF blockade may be also effective to treat bone metastasis by decreasing *Nfe2* expression. Nevertheless, more detailed analysis on the functions and expression mechanisms of NFE2 will be warranted to establish a successful strategy to treat bone metastasis by targeting NFE2.

## 4. Materials and Methods

### 4.1. Cell Lines

A mouse TNBC cell line, BALB/c-derived 4T1 (CRL-2539), was purchased in 2007 from American Type Culture Collection. Two clones, parental 4T1.0 clone and 4T1.3 clone with a high capacity to metastasize to bone, were established from 4T1 as previously described [10]. TS/A, another mouse TNBC cell line established from BALB/c mammary adenocarcinoma [47], was obtained in 2010 from Dr. Nanni. To establish a TS/A clone with a high growth capacity in the bone marrow cavity, parental TS/A cells (2.5 × 10^3^ cells in 20 µL HBSS) were injected into a bone marrow cavity of BALB/c mouse tibiae. Eleven days after the tumor inoculation, total bone marrow cells were collected and cultured for 3 weeks in medium containing 50–100 µg/mL G418. The resultant cells, TS/A.1 clone, were injected again into a bone marrow cavity of a new mouse tibiae, and this cycle was repeated three times to obtain TS/A.3 clone. All these cell lines were cultured at 37 °C under 5% CO_2_ in a RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS) and used within 10 passages of receiving from the source or the establishment of the clone. 

### 4.2. Mice

Eight-week old specific pathogen-free BALB/c mice were obtained from Charles River Laboratories (Yokohama, Japan) and were kept under the specific pathogen-free conditions. All the animal experiments in this study complied with the Guideline for the Care and Use of Laboratory Animals of Kanazawa University with the approval by the Committee on Animal Experimentation of Kanazawa University (AP-163706).

### 4.3. Antibodies

Mouse anti-mouse pan cytokeratin antibody (BioLegend, San Diego, CA, USA), rabbit anti-mouse LMO2 and rabbit anti-mouse NFE2 antibodies (Novus Biologicals, Centennial CO, USA), rabbit anti-mouse c-MYB antibody (Bioss Antibodies, Woburn, MA, USA), rat anti-mouse Ki-67 antibody (Dako Japan, Kyoto, Japan), mouse anti-human CD51 antibody (BD Biosciences, San Diego, CA, USA), rabbit anti-mouse CD31 antibody (Abcam, Toronto, ON, Canada), and goat anti-mouse VEGF antibody (Santa Cruz, Sana Cruz, CA, USA) were used as the primary antibodies for immunohistochemical analysis. The following antibodies were used as the primary antibodies for flow cytometry analysis; Allophycorin (APC)-labeled rat anti-mouse CD326 and peridinin–chlorophyll–protein complex–cyanine 5.5 (PerCP/Cy5.5)-labeled rat anti-mouse CD24 antibodies (BioLegend), FITC- or PerCP/Cy5.5-labeled rat anti-mouse CD45 antibodies (eBioscience, San Diego, CA, USA), APC-labeled rat-anti mouse CD44 antibody (BD Biosciences).

### 4.4. RNAseq Analysis

Total RNAs were extracted from the cell lines and its quality was confirmed using an Agilent 2200 TapeStation (Agilent Technologies, Palo Alto, CA, USA). RNA Integrity Numbers (RIN) of all samples were 10.0, and were subjected to RNAseq analysis as previously described. GSEA was executed through the GenePattern server [48,49,50]. As the metric for ranking genes, log2_ratio_of_means was exploited, and the gene set size was set to 20 to 200.

### 4.5. Procedures to Identify Candidate Transcription Factors

Candidate transcription factors were selected as those that fulfilled all three of the following conditions (Figure 2a). The first condition is that the candidate transcription factor gene expression should be confirmed to be more abundant in 4T1.3 cells grown in a bone cavity than 4T1.0 cells grown in a bone cavity with the use of RNAseq analysis on tumor foci arising from intraosseous injection of 4T1.0 or 4T1.3 cells [10]. The second condition is that the binding site of the candidate transcription factors should be verified to be localized in the region from 2 kbp upstream to 200 bp downstream of the transcription start site of mouse *Ccl4* gene, which is abundantly expressed in 4T1.3 cells [10], with the use of TFBIND (http://tfbind.hgc.jp) at a cut-off value higher than 0.85. The third condition is that the candidate transcription factor gene should be proven to be expressed more abundantly in bone metastasis sites than lung metastasis sites in GSE14020, which is a dataset of genes expressed in various metastatic sites of breast cancer patients.

### 4.6. Establishment of Cell Lines Constitutively-Expressing Transcription Factors

Full length construct of mouse *Lmo2* (MMM1013-202769386), *Myb* (MMM1013-202763262) and *Nfe2* cDNAs (MMM1013-202804796) were purchased from Dharmacon (GE Healthcare Dharmacon, Milwaukee, WI, USA). Each protein coding portion is cloned into the pIRES vector (Takara Bio USA, Mountain View, CA, USA, PT3266-5) using suitable restriction sites. The resultant expression vectors were transduced into 4T1.0 clone using JetPRIME DNA and siRNA transfection reagent (Polyplus transfection, Illkirch, France). Then, the cells were cultured in medium containing G418 (400 µg/mL) for 7 days, to obtain constitutively expressing clones.

### 4.7. Establishment of Cell Lines Expressing shRNA

MISSION® shRNA Lentiviral Transduction Particles (Sigma Aldrich, St. Louis, MO, USA, SHCLNV-NM_008685) were used to knockdown the *Nfe2* gene expression in the 4T1.3 and TS/A.3 clones. shRNAs were generated against the mouse *Nfe2* mRNA (TRC Number: TRCN0000081983 and TRCN0000424174) and were packaged into the lentiviral particles. shRNAs targeting scrambled RNAs (Nontarget; SHC002) were prepared with the use of pLK01-puro (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instructions. Stably gene knocked-down clones were selected in the presence of puromycin (3.5 µg/mL for 4T1.3 cell line and 6 µg/mL for TS/A.3 cell line).

### 4.8. Intraosseous Injection

Tumor cell suspensions (5.0 × 10^3^ 4T1.0-derived cells or 10 × 10^3^ TS/A-derived ones in 20 µL HBSS) were injected into a bone marrow cavity of tibiae as previously described [51]. Seven or nine days after the injection, tibiae were removed for a subsequent analysis. In order to delineate transcription factor expression, the resected tibiae were subjected to the immunostaining with anti-LMO2, -MYB or -NFE2 antibodies by using the ABC Elite Kit (Vector Laboratories, Burlingame, CA, USA) and peroxidase substrate 3, 3′-diaminobenzidine kit (Vector Laboratories) in an essentially similar way as described previously [10]. To evaluate intraosseous tumor mass arising from 4T1.0-derived clones, the resected mouse tibiae were immunostained with anti-pan cytokeratin antibodies and the ratios of pan-cytokeratin-positive to whole bone marrow areas were determined with the use of a microscopy system (BZ-X700) and Keyence Analysis Software (Keyence Japan, Osaka, Japan), as previously described [10]. To evaluate osteoclast numbers in a bone cavity, resected mice tibiae were subjected to the immunostaining with anti-CD51 antibody, and the ratios of CD51-positive areas to the whole bone marrow areas were determined. To evaluate tumor cell proliferation and angiogenesis in a bone cavity, resected mouse tibiae were subjected to immunostaining with anti-Ki-67, -CD31 or -VEGF antibodies, and the ratios of each of the positive cells or positive areas to the whole tumor foci areas were determined. For the enumeration of tumor cell numbers in bone marrow, single cell suspensions were prepared from the resected tibial bones, by sequentially flushing with the RPMI medium and removing erythrocytes with ammonium chloride lysis buffer. The resulting single cell suspensions were incubated with either the combination of FITC-labeled anti-CD45, PerCP/Cy5.5-labeled anti-CD24, and APC-labeled anti-CD44 antibodies, or the combination of PerCP/Cy5.5-labeled anti-CD45 and APC-labeled anti-CD326 antibodies, for 30 min at 4 °C. Dead cells were removed from acquired data with a fixable viability Dye (eBioscience). The stained cells were acquired on a FACS Canto System II (BD Biosciences) and analyzed using FlowJo software (BD Biosciences). 4T1.0-derived and TS/A-derived tumor cells were defined as CD45^−^CD326^+^ and CD45^−^CD24^−^CD44^high^ cells, respectively. In another series of experiments, 4T1.0-derived tumor cells were isolated and collected by using FACS Aria cell sorter (BD Biosciences) and subjected to RNA extraction immediately.

### 4.9. In Vitro Cell Proliferation Assay

The cell suspensions (2.0 × 10^5^ cells in 10 mL) were seeded in 100 mm dish and cultured at 37 °C for the indicated time intervals. Live cell numbers were determined by using trypan blue exclusion assay while survival rates were calculated as the ratios of live cell numbers to the sum of live and dead cells. In some experiments, cell suspensions (2.0 × 10^5^ cells in 500 µL) were added to each well of an EZ-BindShut^®^ 24-well plate (IWAKI Glass, Chiba, Japan) and incubated at 37 °C under hypoxic (1% O_2_) and anchorage-independent conditions for the indicated time points to determine live cell numbers and survival rates. In another series of experiments, Nfe2-expressing or control vector-transfected 4T1.0 cells were seeded and cultured in normoxic (20% O_2_) and anchorage-dependent, or hypoxic and anchorage-independent conditions in the presence of Wnt inhibitor, LF3 (30 μM, SelleckChem, Houston, TX, USA) or DMSO to determine live cell numbers and survival rates. In these experiments, culture media were not changed until the end of the experiments.

### 4.10. Tumor Growth at the Primary Site

The cell suspensions (1.5 × 10^5^ cells in 100 µL) were injected into the secondary mammary fat pads and tumor growth was evaluated by measurement with calipers every 2 to 3 days. Tumor volumes were calculated as *a* × *b*^2^/2, where *a* and *b* mean the long and the short diameters of the tumor, respectively. To collect tumor cells from primary tumor tissues, single cell suspensions were prepared from the resected primary tumors 9 days after orthotopic injection. Primary tumors were cut into small pieces and treated with 1 mg/mL collagenase D (Roche, Basle, Switzerland) and 40 μg/mL bovine pancreas-derived deoxyribonuclease I (Sigma-Aldrich) for 20 min and 37 °C with constant shaking. The resulting mixtures were filtered through a 100 μm cell strainer (Corning, Corning, NY, USA) to obtain single cell suspensions. Erythrocytes were removed with ammonium chloride lysis buffer. The resulting single cell suspensions were incubated with the combination of FITC-labeled anti-CD45, PerCP/Cy5.5-labeled anti-CD24, PE-labeled anti-CD44, and APC-labeled anti-CD326 antibodies, for 30 min at 4 °C. Dead cells were removed from acquired data with a fixable viability Dye (eBioscience). Tumor cells were defined as CD45^−^CD326^+^CD24^−^CD44^high^ cells and were collected by using a FACS Aria cell sorter (BD Biosciences). Isolated tumor cells were subjected to total RNAs extraction immediately.

### 4.11. qRT-PCR Analysis

Total RNAs were extracted from cell lines or tumors with the use of RNeasy Mini Kit (Qiagen, Chatsworth, CA, USA) and subjected to qRT-PCR by using the primers listed in Appendix A Table A1, as described previously [52]. Expression levels of the target genes were analyzed through the comparative threshold cycle method (ΔΔCT). The hypoxanthine guanine phosphoribosyltransferase (*Hprt*) were used as an internal control.

### 4.12. Clinical Database Analysis

Overall survival (GSE16446) was evaluated by analyzing the data deposited in the Kaplan–Meier Plotter database (https://kmplot.com/analysis/) and was shown using Kaplan–Meier curve. The cohort was divided by using the cutoff value 6 in analysis to set the patients into 2 groups, high and low NFE2-expressing groups.

### 4.13. Library Construction and Sequencing

Total RNAs were obtained from the in vitro cultured parental or *Nfe2*-expressing 4T1 cells by a RNeasy Plus Mini Kit (Qiagen), following the instructions. The quality of RNAs was evaluated using an Agilent 4200 TapeStation (Agilent Technologies), and the concentration was measured using a NanoDrop (Thermo Fisher Scientific, Waltham, MA, USA). The libraries for sequencing were created using TruSeq Stranded mRNA (Illumina, San Diego, CA, USA), following the procedure, and their quality and quantities were measured by using an Agilent 4200 TapeStation, a Qbit Fluorometer (Thermo Fisher Scientific) and a KAPA Library Quantification kit (Roche). 

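Of the 6 sequenced libraries, 4 came from the 4T1.0 lines and the other two from TS/A, another mouse triple negative breast cancer line from the same strain, transfected with the empty vector (TS/A-Control) or the *Nfe2*-expressing vector (TS/A-Nfe2). The TS/A libraries have no replicate, and the paper's text does not report on vector-transfected TS/A cells. Their values therefore compare 2 libraries, with no p-value. They held 25348238 reads in TS/A-Control and 27779010 in TS/A-Nfe2, deposited by the authors as counts and RPKM values like those of the 4T1.0 libraries. *Nfe2* had 0 reads in TS/A-Control and 146 in TS/A-Nfe2 (exact 95% Poisson interval 123 to 172 reads), which is 42.5-fold as high against a floor of 3 reads. The lower limit of the exact 95% interval of the ratio was 34.1. Relative to total reads, *Nfe2* was 18.9 times as high in TS/A-Nfe2 as in the pooled 4T1.0-Nfe2 libraries (exact 95% interval 10.9 to 35.4, counting error only). Against 4T1.0-Nfe2 replicate 1 alone the ratio was 12.2 (interval 6.63 to 25.0), and against replicate 2 alone, with 3 reads, it was 43.3 (interval 14.5 to 213). Of 10655 genes with at least 50 reads in a TS/A library, 80 were at least 2-fold higher and 20 at least 2-fold lower in TS/A-Nfe2 after TMM scaling. *Axin2*, at 307 and 302 reads, and *Lef1*, at 27 and 39 reads, were present in TS/A-Control and TS/A-Nfe2. *Lbh* had 280 and 501 reads, in the same order.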

The average size of the libraries was 292–340 bp, and high-throughput sequencing for 6 samples was performed by NextSeq 500/550 High Output Kit v2.5 (75 cycles, 40/40 cycles, pair-end). All datasets have been deposited at the National Center for Biotechnology Information, Gene Expression Omnibus under accession number 154,541 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154541). The result of bulk RNA sequencing was calculated by using a CLC Genomics Workbench (Filgen, Inc., Aichi, Japan). Then we investigated c6 (c6.all.v7.1.symbols.gmt) gene sets in the current study. The significant results of GSEA were identified using the criteria: FDR *p*-value < 0.05 and FDR < 0.25.

### 4.14. Statistical Analysis

The means + SD were calculated for all parameters determined. Statistical significance was evaluated using one-way ANOVA, followed by the Tukey–Kramer post-hoc test or the Mann–Whitney *U* test. *p* values of less than 0.05 were considered statistically significant.

## 5. Conclusions

In this study, we revealed that a transcription factor, *Nfe2*, plays an indispensable role in breast cancer metastasis to bone, by conferring growth advantages to breast cancer cells in the bone microenvironment. Moreover, *Nfe2* expression was associated with enhanced expression of Wnt-related molecules, suggesting that NFE2 can regulate the Wnt pathway, thereby contributing to breast cancer growth in a bone cavity.

## Figures and Tables

**Figure 1:**
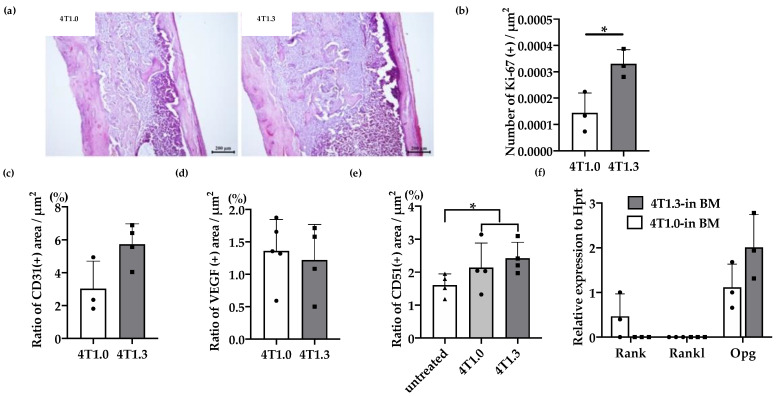
(**a**) H&E staining of 4T1.0 or 4T1.3 tumor foci in a bone cavity. Tibiae were obtained from mice 7 days after intraosseous injection of 4T1.0 or 4T1.3 cells for H&E staining. Representative images from 5 independent mice are shown here. Scar bars, 200 μm. (**b**) Enhanced cell proliferation at intraosseous tumor sites. Tibiae were obtained from mice 7 days after intraosseous injection of 4T1.0 or 4T1.3 cells and were subjected to anti-Ki67-antibody staining. All values represent mean + SD (*n* = 3). * *p* < 0.05. (**c**,**d**) Quantitative analysis of CD31- and VEGF-positive areas in 4T1.0 or 4T1.3 tumor foci in a bone cavity. Tibiae were obtained from mice 7 days after intraosseous injection of 4T1.0 or 4T1.3 cells and were subjected to anti-CD31 (**c**) or anti-VEGF (**d**) antibody staining. All values represent mean + SD (*n* = 3 to 5). (**e**) Quantitative analysis of CD51-positive areas in tumor-bearing bones. Tibiae were obtained from mice untreated or 7 days after intraosseous injection of 4T1.0 or 4T1.3 cells and were subjected to anti-CD51 antibody staining. All values represent mean + SD (*n* = 4). * *p* < 0.05. (**f**) Determination of intraosseous mRNA expression level of *Rank*, *Rankl*, and *Opg* in 4T1.0- or 4T1.3-injected mice. Total RNAs were extracted either from 4T1.0 or 4T1.3 cells isolated from a bone marrow cavity at day 7 after intraosseous injection. All values represent mean + SD (*n* = 3).

**Figure 2:**
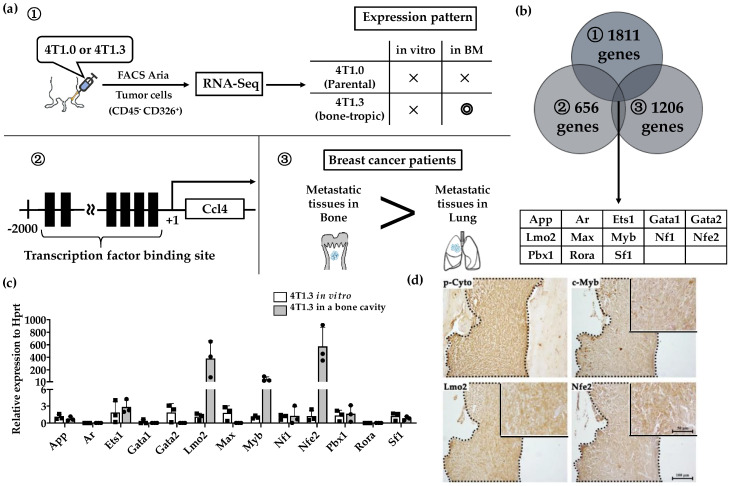
(**a**) Schematic representation of the procedures to identify candidate Transcription factors. (**b**) A total of 13 transcription factors fulfilled 3 conditions described in Figure 2a. (**c**) mRNA expression level of 13 extracted transcription factors in 4T1.3 cells, which grew in a bone marrow cavity or were cultured in vitro. Total RNAs were extracted from 4T1.3 cells, either isolated from the bone marrow cavity at day 7 after intraosseous injection, or cultured in vitro. The expression levels of 13 transcription factors were determined by qRT-PCR. The mean and SD values were calculated from 3 animals or 3 independently in vitro cultured cells. (**d**) Immunohistochemical analysis of 4T1.3 cells in a bone cavity. Tibiae were obtained from mice 7 days after intraosseous injection of 4T1.3 cells and were subjected to IHC staining by using anti-pan cytokeratin, anti-LMO2, anti-MYB, or anti-NFE2 antibodies. The tumor foci were indicated as the positive areas of pan cytokeratin, which were demarcated by dot lines. Representative images from 5 independent mice are shown here. Insets indicate enlarged area of tumor foci. Scar bars, 100 μm in main images, 50 μm in insets.

**Figure 3:**
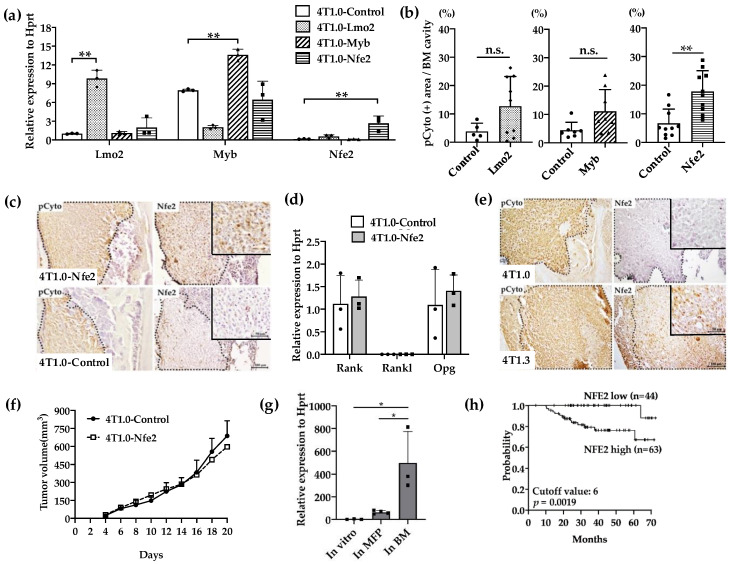
(**a**) Expression levels of transcription factor mRNA expression in the used transfectants. 4T1.0 cells were transfected with each transcription factor-expressing or control vector and total RNAs were extracted from the resultant transfectants. The mean and SD values were calculated from 3 independent experiments. ** *p* < 0.01. (**b**) Intraosseous tumor formation of *Lmo2*-, *Myb*-, or *Nfe2*-overexpressing 4T1.0 cell lines. *Lmo2*-, *Myb*- or *Nfe2*-expressing or control vector-transfected 4T1.0 cells (5.0 × 10^3^ cells) were injected into tibiae of mice. Seven days after the inoculation, tibiae were removed and subjected to anti-pan cytokeratin antibody staining to detect tumor foci formation. All values represent mean + SD (*n* = 5 to 9). ** *p* < 0.01, n.s., not significant. (**c**) Immunohistochemical analysis of *Nfe2*-expressing or control vector-transfected 4T1.0 cells in a bone cavity. Tibiae were obtained from mice 7 days after intraosseous injection of Nfe2-expressing or control vector-transfected 4T1.0 cells and were subjected to anti-pan cytokeratin or anti-NFE2 antibodies staining. Pan-cytokeratin-positive tumor areas are demarcated by dot lines. Representative images from 5 independent mice are shown here. Insets indicate enlarged area of tumor foci. Scar bars, 100 μm in main images, 50 μm in insets. (**d**) Determination of mRNA expression level of m *Rank*, *Rankl*, or *Opg* in *Nfe2*-expressing or control vector-transfected 4T1.0 cells. Total RNAs were extracted either from *Nfe2*-expressing or control vector-transfected 4T1.0 cells cultured in vitro. All values represent mean + SD (*n* = 3). (**e**) Immunohistochemical analysis of 4T1.0 or 4T1.3 cells in a bone cavity. Tibiae were obtained from mice 7 days after intraosseous injection of 4T1.0 or 4T1.3 cells and were subjected to anti-pan cytokeratin or anti-NFE2 antibodies staining. Pan-cytokeratin-positive tumor areas are demarcated by dot lines. Representative images from 5 independent mice are shown here. Insets indicate enlarged area of tumor foci. Scar bars, 100 μm in main images, 50 μm in insets. (**f**) Tumor growth rates of *Nfe2*-expressing or control vector-transfected 4T1.0 cells upon their injection into mammary fat pads. *Nfe2*-expressing or control vector-transfected 4T1.0 cells (1.5 × 10^5^) were injected into mammary fat pads and tumor growth was determined at the indicated time points. All values represent mean + SD (*n* = 5). (**g**) Expression level of *Nfe2* mRNA in 4T1.3 cells, which were cultured in vitro, grew at mammary fat pads or in a bone marrow cavity. Total RNAs were extracted from 4T1.3 cells, which were cultured in vitro (In vitro), were isolated from primary tumor at day 9 after orthotopic injection (In MFP) or from a bone marrow cavity at day 7 after intraosseous injection (In BM). All values represent mean + SD (*n* = 3). * *p* < 0.05 (**h**) Effects of NFE2 expression level on the prognosis of breast cancer patients. Overall survival of patients with breast cancer (GSE16446) was analyzed based on NFE2 expression level by analyzing the Kaplan–Meier Plotter database.

**Figure 4:**
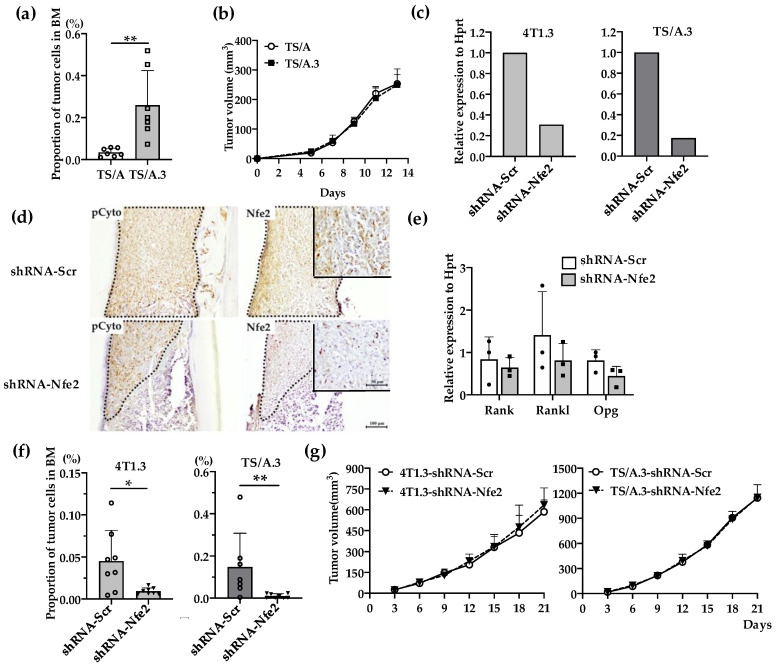
(**a**) Intraosseous injection of TS/A and TS/A.3 clones. Tibia was obtained from mice 9 days after intraosseous injection of TS/A or TS/A.3 cells and was subjected to flow cytometric analysis. The proportions of CD45^−^ CD24^−^ CD44^high^ tumor cells among total cells were determined as described in the Materials and Methods section. All values represent mean + SD (*n* = 7). ** *p* < 0.01. (**b**) Tumor growth rates of TS/A and TS/A.3 cells upon their injection into mammary fat pads. TS/A or TS/A.3 cells (1.5 × 10^5^) were injected into mammary fat pads and tumor growth was determined at the indicated time points. All values represent mean + SD (*n* = 4). (**c**) *Nfe2* expression level in *Nfe2* shRNA-transfected 4T1.3 or TS/A.3 clones. Either 4T1.3 or TS/A.3 clones were transfected with *Nfe2* or scrambled shRNA-expressing vectors. Total RNAs were extracted from the resultant transfectants and were subjected to qRT-PCR to quantify Nfe2 mRNA. (**d**) Immunohistochemical analysis of *Nfe2* shRNA-transfected 4T1.3 cells in a bone cavity. Tibiae were obtained from mice at day 9 after intraosseous injection of *Nfe2* shRNA- or scrambled shRNA-transfected 4T1.3 cells and were subjected anti-pan cytokeratin, or anti-NFE2 antibodies staining. Pan-cytokeratin-positive tumor areas are demarcated by dot lines. Representative images from 5 independent mice are shown here. Insets indicate enlarged area of tumor foci. Scar bars, 100 μm in main images, 50 μm in insets. (**e**) Determination of mRNA expression level of *Rank, Rankl*, or *Opg* in *Nfe2* shRNA-transfected 4T1.3 cells. Total RNAs were extracted either from *Nfe2* shRNA- or scrambled shRNA-transfected 4T1.3 cells cultured in vitro. The mRNA expression levels were determined by qRT-PCR. All values represent mean + SD (*n* = 3). (**f**) Intraosseous tumor formation of *Nfe2* shRNA-transfected 4T1.3 or TS/A.3 clones. Tibiae were obtained from mice 9 days after intraosseous injection of *Nfe2* shRNA- or scrambled shRNA-transfected 4T1.3 or TS/A.3 cells and were subjected to flow cytometric analysis. All values represent mean + SD (*n* = 7 to 8). * *p* < 0.05. (**g**) Tumor growth rates of *Nfe2* shRNA-transfected 4T1.3 or TS/A.3 clones upon their injection into mammary fat pads. *Nfe2* shRNA- or scrambled shRNA-transfected 4T1.3 or TS/A.3 clones (1.5 × 10^5^) were injected into mammary fat pads and tumor growth was determined at the indicated time points. All values represent mean + SD (*n* = 5).

**Figure 5:**
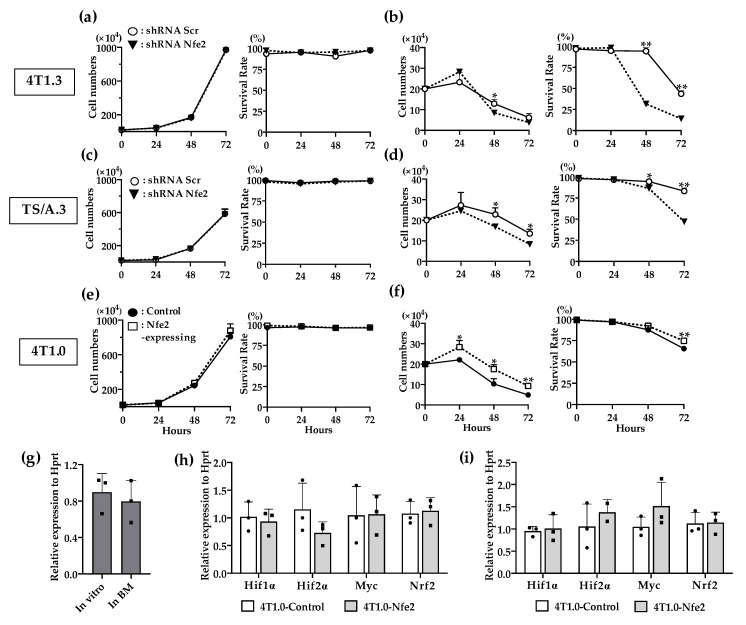
(**a**,**b**) In vitro proliferation rates of *Nfe2* shRNA- or scrambled shRNA-transfected 4T1.3 cells under normoxic (**a**) or hypoxic and anchorage-independent conditions (**b**). (**c**,**d**) In vitro proliferation rates of *Nfe2* shRNA- or scrambled shRNA-transfected TS/A.3 cells under normoxic (**c**) or hypoxic and anchorage-independent conditions (**d**). (**e**,**f**) In vitro proliferation rates of *Nfe2*-expressing or control vector-transfected 4T1.0 cells under normoxic (**e**) or hypoxic and anchorage-independent conditions (**f**). Each of the cell lines were cultured under normoxic (20% O_2_) or hypoxic (1% O_2_) and anchorage-independent conditions, respectively. Cell numbers and survival rates under each condition were determined by using trypan blue exclusion assay. All values represent mean + SD (*n* = 3). * *p* < 0.05, ** *p* < 0.01. (**g**) Expression level of *Hif1α* mRNA expression in 4T1.3 cells, which were cultured in vitro, or grew in a bone cavity. Total RNAs were extracted from 4T1.3 cells, which were cultured in vitro (In vitro) or grew in a bone cavity (In BM) at day 7 after intraosseous injection. All values represent mean + SD (*n* = 3). (**h**,**i**) Determination of mRNA expression level of hypoxia-related genes in *Nfe2*-expressing or control vector-transfected 4T1.0 cells, which was cultured under normoxic or hypoxic and anchorage-independent conditions. Total RNAs were extracted from *Nfe2*-expressing or control vector-transfected 4T1.0 cells cultured under normoxic (**h**) or hypoxic and anchorage-independent conditions (**i**), respectively. All values represent mean + SD (*n* = 3).

**Figure 6:**
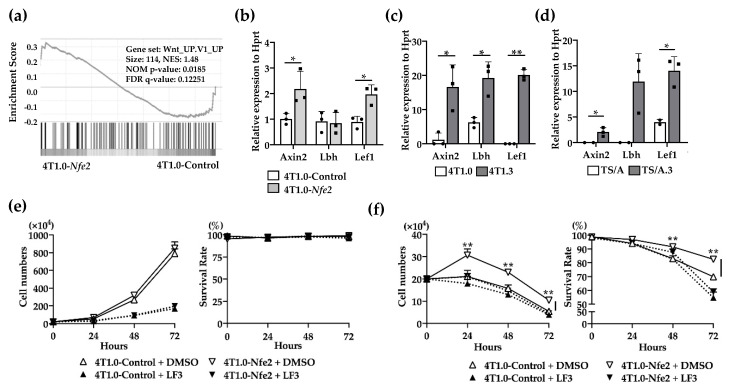
(**a**) Gene set enrichment analysis of Nfe2-expressing or control vector-transfected 4T1.0 cells in vitro. Total RNAs were extracted from *Nfe2*-expressing or control vector-transfected 4T1.0 cells under in vitro culture conditions and were subjected to bulk RNA sequencing. (**b**) Determination of mRNA expression of Wnt-related molecules in *Nfe2*-expressing or control vector-transfected 4T1.0 cells in vitro. Total RNAs were extracted from *Nfe2*-expressing or control vector-transfected 4T1.0 cells under in vitro culture conditions. All values represent mean + SD (*n* = 3). * *p* < 0.05. (**c**) Determination of mRNA expression of Wnt-related molecules in 4T1.0 or 4T1.3 cells, which grew in a bone cavity. Total RNAs were extracted from 4T1.3 cells or its parental 4T1.0 cells, which were isolated from a bone cavity at day 9 after intraosseous injection as described in the Materials and Methods section. Comparative CT values were calculated by normalizing to each value of 4T1.0 cells cultured under in vitro conditions. All values represent mean + SD (*n* = 3). * *p* < 0.05, ** *p* < 0.01. (**d**) Determination of mRNA expression of Wnt-related molecules in TS/A or TS/A.3 cells, which grew in a bone cavity. Total RNAs were extracted from TS/A.3 cells or its parental TS/A cells, which were isolated from a bone cavity at day 9 after intraosseous injection. Comparative CT value were calculated by normalizing to each value of TS/A cells cultured under in vitro conditions. All values represent mean + SD (*n* = 2 to 3). * *p* < 0.05. (**e**,**f**) In vitro proliferation rates of *Nfe2*-expressing or control vector-transfected 4T1.0 cells in the presence of LF3 under normoxic (**e**) or hypoxic and anchorage-independent conditions (**f**). Each of the cell lines were cultured with LF3 or vehicle control, DMSO, under normoxic (20% O_2_) or hypoxic (1% O_2_) and anchorage-independent conditions, respectively. Cell numbers and survival rates were determined by using trypan blue exclusion assay. All values represent mean + SD (*n* = 3). ** *p* < 0.01.

## Appendix A

**Table A1:** Nucleotide sequence of the primers used for qRT-PCR.

Gene	Species	Size	Forward Primer (5′-3′)	Reverse Primer (3′-5′)
*Hprt*	mouse	90	TCCTCCTCAGACCGCTTTT	CCTGGTTCATCATCGCTAATC
*Myb*	mouse	79	GCTGGAGTTGCTCCTGATGT	GCTGCAAGTGTGGTTCTGTG
*Nfe2*	mouse	126	GTACTCAGAGGCAGCGCTCA	CAACCTTTCAGGCACCTGTGG
*Lmo2*	mouse	70	GCAGCTGGATGATTCGCTCT	CCTCCACGCTCAAGGACAGT
*App*	mouse	167	CCCAAGGCCTCATCATGTGT	GCTCGTAGATCACACGGAGG
*Ets1*	mouse	175	CGGTCAGCGGGAATTTGAGA	TGATGGTGAGAGTCGGCTTG
*Sf1*	mouse	135	CCATGCAGCACAACCCAAAT	AGGCGTACTTCCCAGGTACT
*Pbx1*	mouse	132	TGTCACAGCCACCAATGTGT	TTGAGTGACTGCACGCTCAT
*Max*	mouse	142	GGCTTGTTGTTGTCGGTGAC	AAACCTCGGTTGCTCTTCGT
*Nf1*	mouse	199	CTTCTTCCTGCGACTGCGTT	TCTGCGACAGACGTCAACAT
*Gata1*	mouse	72	TTGGGATCACCCTGAACTCG	GGTTGAACCTGGGCTTGTTG
*Gata2*	mouse	176	ACCCCTATCCCGTGAATCCG	CCACCTCCATGGTCCACTAC
*Ar*	mouse	105	GCTCACCAAGCTCCTGGATT	TCAGGAAAGTCCACGCTCAC
*Rora*	mouse	170	GCCGAGGTATCTCAGTCACG	AGGACAGGAGTAGGTGGCAT
*Axin2*	mouse	184	AGCCTGTTTATCCCATCACG	TGAGGCTTCACGTGCATTAG
*Lbh*	mouse	125	GATCGGCTGAGATGACCGAG	GCAGCAACGGTCAAAGTCTG
*Lef1*	mouse	165	CGGGAAGAGCAGGCCAAATA	AGCTGTCATTCTGGGACCTG

## References

[1] Siegel R.L., Miller K.D., Jemal A. (2020). Cancer statistics, 2020. CA.

[2] Dafni U., Tsourti Z., Alatsathianos I. (2019). Breast cancer statistics in the european union: Incidence and survival across european countries. Breast Care.

[3] Body J.J., Quinn G., Talbot S., Booth E., Demonty G., Taylor A., Amelio J. (2017). Systematic review and meta-analysis on the proportion of patients with breast cancer who develop bone metastases. Crit. Rev. Oncol. Hematol..

[4] Maurizi A., Rucci N. (2018). The Osteoclast in Bone Metastasis: Player and Target. Cancers.

[5] Coleman R., Gnant M., Morgan G., Clezardin P. (2012). Effects of bone-targeted agents on cancer progression and mortality. J. Natl. Cancer Inst..

[6] Fidler I.J., Ellis L.M. (1994). The implications of angiogenesis for the biology and therapy of cancer metastasis. Cell.

[7] Langley R.R., Fidler I.J. (2011). The seed and soil hypothesis revisited--the role of tumor-stroma interactions in metastasis to different organs. Int. J. Cancer. J. Int. Du Cancer.

[8] Kang Y., Siegel P.M., Shu W., Drobnjak M., Kakonen S.M., Cordón-Cardo C., Guise T.A., Massagué J. (2003). A multigenic program mediating breast cancer metastasis to bone. Cancer Cell.

[9] Xia T.S., Wang J., Yin H., Ding Q., Zhang Y.F., Yang H.W., Liu X.A., Dong M., Du Q., Ling L.J. (2010). Human tissue-specific microenvironment: An essential requirement for mouse models of breast cancer. Oncol. Rep..

[10] Sasaki S., Baba T., Nishimura T., Hayakawa Y., Hashimoto S., Gotoh N., Mukaida N. (2016). Essential roles of the interaction between cancer cell-derived chemokine, CCL4, and intra-bone CCR5-expressing fibroblasts in breast cancer bone metastasis. Cancer Lett..

[11] Vishal M., Swetha R., Thejaswini G., Arumugam B., Selvamurugan N. (2017). Role of Runx2 in breast cancer-mediated bone metastasis. Int. J. Biol. Macromol..

[12] Davudian S., Mansoori B., Shajari N., Mohammadi A., Baradaran B. (2016). BACH1, the master regulator gene: A novel candidate target for cancer therapy. Gene.

[13] Gasiorek J.J., Blank V. (2015). Regulation and function of the NFE2 transcription factor in hematopoietic and non-hematopoietic cells. Cell. Mol. Life Sci..

[14] Kaufmann K.B., Grunder A., Hadlich T., Wehrle J., Gothwal M., Bogeska R., Seeger T.S., Kayser S., Pham K.B., Jutzi J.S. (2012). A novel murine model of myeloproliferative disorders generated by overexpression of the transcription factor NF-E2. J. Exp. Med..

[15] Jutzi J.S., Bogeska R., Nikoloski G., Schmid C.A., Seeger T.S., Stegelmann F., Schwemmers S., Grunder A., Peeken J.C., Gothwal M. (2013). MPN patients harbor recurrent truncating mutations in transcription factor NF-E2. J. Exp. Med..

[16] Peeken J.C., Jutzi J.S., Wehrle J., Koellerer C., Staehle H.F., Becker H., Schoenwandt E., Seeger T.S., Schanne D.H., Gothwal M. (2018). Epigenetic regulation of NFE2 overexpression in myeloproliferative neoplasms. Blood.

[17] Jutzi J.S., Basu T., Pellmann M., Kaiser S., Steinemann D., Sanders M.A., Hinai A.S.A., Zeilemaker A., Bojtine Kovacs S., Koellerer C. (2019). Altered NFE2 activity predisposes to leukemic transformation and myelosarcoma with AML-specific aberrations. Blood.

[18] Spencer J.A., Ferraro F., Roussakis E., Klein A., Wu J., Runnels J.M., Zaher W., Mortensen L.J., Alt C., Turcotte R. (2014). Direct measurement of local oxygen concentration in the bone marrow of live animals. Nature.

[19] Weilbaecher K.N., Guise T.A., McCauley L.K. (2011). Cancer to bone: A fatal attraction. Nat. Rev. Cancer.

[20] Li X.Q., Lu J.T., Tan C.C., Wang Q.S., Feng Y.M. (2016). RUNX2 promotes breast cancer bone metastasis by increasing integrin α5-mediated colonization. Cancer Lett..

[21] Kim B., Kim H., Jung S., Moon A., Noh D.Y., Lee Z.H., Kim H.J., Kim H.H. (2020). A CTGF-RUNX2-RANKL Axis in Breast and Prostate Cancer Cells Promotes Tumor Progression in Bone. J. Bone Miner. Res..

[22] Mignotte V., Wall L., Deboer E., Grosveld F., Romeo P.H. (1989). Two tissue-specific factors bind the erythroid promoter of the human porphobilinogen deaminase gene. Nucleic Acids Res..

[23] Andrews N.C., Kotkow K.J., Ney P.A., Erdjument-Bromage H., Tempst P., Orkin S.H. (1993). The ubiquitous subunit of erythroid transcription factor NF-E2 is a small basic-leucine zipper protein related to the v-maf oncogene. Proc. Natl. Acad. Sci. USA.

[24] Andrews N.C., Erdjument-Bromage H., Davidson M.B., Tempst P., Orkin S.H. (1993). Erythroid transcription factor NF-E2 is a haematopoietic-specific basic-leucine zipper protein. Nature.

[25] Mignotte V., Eleouet J.F., Raich N., Romeo P.H. (1989). Cis- and trans-acting elements involved in the regulation of the erythroid promoter of the human porphobilinogen deaminase gene. Proc. Natl. Acad. Sci. USA.

[26] Loyd M.R., Okamoto Y., Randall M.S., Ney P.A. (2003). Role of AP1/NFE2 binding sites in endogenous alpha-globin gene transcription. Blood.

[27] Onishi Y., Kiyama R. (2003). Interaction of NF-E2 in the human β-globin locus control region before chromatin remodeling. J. Biol. Chem..

[28] Shivdasani R.A., Orkin S.H. (1995). Erythropoiesis and globin gene expression in mice lacking the transcription factor NF-E2. Proc. Natl. Acad. Sci. USA.

[29] Lecine P., Villeval J.L., Vyas P., Swencki B., Xu Y., Shivdasani R.A. (1998). Mice lacking transcription factor NF-E2 provide in vivo validation of the proplatelet model of thrombocytopoiesis and show a platelet production defect that is intrinsic to megakaryocytes. Blood.

[30] Ney P.A., Andrews N.C., Jane S.M., Safer B., Purucker M.E., Weremowicz S., Morton C.C., Goff S.C., Orkin S.H., Nienhuis A.W. (1993). Purification of the human NF-E2 complex: cDNA cloning of the hematopoietic cell-specific subunit and evidence for an associated partner. Mol. Cell Biol..

[31] Toki T., Itoh J., Arai K., Kitazawa J., Yokoyama M., Igarashi K., Yamamoto M., Ito E. (1996). Abundant expression of erythroid transcription factor P45 NF-E2 mRNA in human peripheral granurocytes. Biochem. Biophys. Res. Commun..

[32] Zhong Z., Yu J., Virshup D.M., Madan B. (2020). Wnts and the hallmarks of cancer. Cancer Metastasis Rev..

[33] Taguchi K., Yamamoto M. (2017). The KEAP1-NRF2 System in Cancer. Front. Oncol..

[34] Ohta T., Iijima K., Miyamoto M., Nakahara I., Tanaka H., Ohtsuji M., Suzuki T., Kobayashi A., Yokota J., Sakiyama T. (2008). Loss of Keap1 function activates Nrf2 and provides advantages for lung cancer cell growth. Cancer Res..

[35] Moi P., Chan K., Asunis I., Cao A., Kan Y.W. (1994). Isolation of NF-E2-related factor 2 (Nrf2), a NF-E2-like basic leucine zipper transcriptional activator that binds to the tandem NF-E2/AP1 repeat of the β-globin locus control region. Proc. Natl. Acad. Sci. USA.

[36] Itoh K., Chiba T., Takahashi S., Ishii T., Igarashi K., Katoh Y., Oyake T., Hayashi N., Satoh K., Hatayama I. (1997). An Nrf2/small Maf heterodimer mediates the induction of phase II detoxifying enzyme genes through antioxidant response elements. Biochem. Biophys. Res. Commun..

[37] Hirotsu Y., Katsuoka F., Funayama R., Nagashima T., Nishida Y., Nakayama K., Douglas Engel J., Yamamoto M. (2012). Nrf2-MafG heterodimers contribute globally to antioxidant and metabolic networks. Nucleic Acids Res..

[38] Gong X., Yi J., Carmon K.S., Crumbley C.A., Xiong W., Thomas A., Fan X., Guo S., An Z., Chang J.T. (2015). Aberrant RSPO3-LGR4 signaling in Keap1-deficient lung adenocarcinomas promotes tumor aggressiveness. Oncogene.

[39] Manigandan K., Manimaran D., Jayaraj R.L., Elangovan N., Dhivya V., Kaphle A. (2015). Taxifolin curbs NF-κB-mediated Wnt/β-catenin signaling via up-regulating Nrf2 pathway in experimental colon carcinogenesis. Biochimie.

[40] Mignotte V., Navarro S., Eleouet J.F., Zon L.I., Romeo P.H. (1990). The extinction of erythroid genes after tetradecanoylphorbol acetate treatment of erythroleukemic cells correlates with down-regulation of the tissue-specific factors NF-E1 and NF-E2. J. Biol. Chem..

[41] Cosphiadi I., Atmakusumah T.D., Siregar N.C., Muthalib A., Harahap A., Mansyur M. (2018). Bone Metastasis in Advanced Breast Cancer: Analysis of Gene Expression Microarray. Clin. Breast Cancer.

[42] Singh A., Venkannagari S., Oh K.H., Zhang Y.Q., Rohde J.M., Liu L., Nimmagadda S., Sudini K., Brimacombe K.R., Gajghate S. (2016). Small molecule inhibitor of NRF2 selectively intervenes therapeutic resistance in KEAP1-deficient NSCLC tumors. ACS Chem. Biol..

[43] Pratap J., Wixted J.J., Gaur T., Zaidi S.K., Dobson J., Gokul K.D., Hussain S., Van Wijnen A.J., Stein J.L., Stein G.S. (2008). Runx2 transcriptional activation of Indian Hedgehog and a downstream bone metastatic pathway in breast cancer cells. Cancer Res..

[44] Glembotsky A.C., Bluteau D., Espasandin Y.R., Goette N.P., Marta R.F., Marin Oyarzun C.P., Korin L., Lev P.R., Laguens R.P., Molinas F.C. (2014). Mechanisms underlying platelet function defect in a pedigree with familial platelet disorder with a predisposition to acute myelogenous leukemia: Potential role for candidate RUNX1 targets. J. Thromb. Haemost..

[45] Lee W.H., Chung M.H., Tsai Y.H., Chang J.L., Huang H.M. (2014). Interferon-γ suppresses activin A/NF-E2 induction of erythroid gene expression through the NF-κB/c-Jun pathway. Am. J. Physiol. Cell Physiol..

[46] Chui C.M., Li K., Yang M., Chuen C.K., Fok T.F., Li C.K., Yuen P.M. (2003). Platelet-derived growth factor up-regulates the expression of transcription factors NF-E2, GATA-1 and c-Fos in megakaryocytic cell lines. Cytokine.

[47] Lollini P.L., de Giovanni C., Eusebi V., Nicoletti G., Prodi G., Nanni P. (1984). High-metastatic clones selected in vitro from a recent spontaneous BALB/c mammary adenocarcinoma cell line. Clin. Exp. Metastasis.

[48] Mootha V.K., Lindgren C.M., Eriksson K.F., Subramanian A., Sihag S., Lehar J., Puigserver P., Carlsson E., Ridderstråle M., Laurila E. (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

[49] Reich M., Liefeld T., Gould J., Lerner J., Tamayo P., Mesirov J.P. (2006). GenePattern 2.0. Nat. Genet..

[50] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[51] Baba T., Naka K., Morishita S., Komatsu N., Hirao A., Mukaida N. (2013). MIP-1alpha/CCL3-mediated maintenance of leukemia-initiating cells in the initiation process of chronic myeloid leukemia. J. Exp. Med..

[52] Sasaki S., Baba T., Shinagawa K., Matsushima K., Mukaida N. (2014). Crucial involvement of the CCL3-CCR5 axis-mediated fibroblast accumulation in colitis-associated carcinogenesis in mice. Int. J. Cancer.

How the deposited data were processed for this re-analysis (not part of the article)

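Total RNA of mouse breast cancer cells cultured in vitro was sequenced in 6 libraries, 2 of 4T1.0-Control, 2 of 4T1.0-Nfe2, 1 of TS/A-Control and 1 of TS/A-Nfe2. The authors calculated gene expression with CLC Genomics Workbench and deposited a read count for each of 25706 genes in each library, which is a whole number and not normalized. The authors also deposited an RPKM value for each gene, which is scaled by the total of the library and by transcript length and is 0 for genes whose reads lie outside exons. The aligner settings, the software version, the genome build and the use of strand in counting are not given in the sources used here. Gene identifiers and coordinates were matched to the GENCODE M21 annotation of GRCm38, where 25691 of the 25706 identifiers were found. No row was without a gene name.

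The reads assigned to genes came to 24105059 to 25557242 in the 4T1.0 libraries, 25348238 in TS/A-Control and 27779010 in TS/A-Nfe2. A count of 0 was taken to allow up to 3 reads, and a fold against a group at 0 was calculated as a bound against 3 reads over the group. The reads of the other group were taken as counted, so an exact lower limit can be smaller. Poisson and binomial intervals are exact at 95% and cover counting error only. The 2 libraries of each 4T1.0 group differed by more than the sampling noise (chi-square of 1008960 on 12252 degrees of freedom in 4T1.0-Control and 1630440 on 12251 in 4T1.0-Nfe2), which argues against copies of one library and does not show that they came from separate cultures.

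The 4 4T1.0 libraries were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM scaling and the filter of filterByExpr (minimum count 10, minimum total 15), which kept 12253 genes. The groups were the only term of the model, p-values were two-sided and adjusted by Benjamini-Hochberg, and the threshold was an adjusted p under 0.05. Levels are given as CPM after TMM scaling, with the SD of 2 libraries. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over 24 lists, and again with an estimated correlation and with fry. The correlation was estimated from the 4 4T1.0 libraries and takes in the shift between replicate numbers. Not passing with it does not show that a list is unchanged. The Reactome sets of 20 to 200 genes that come with fgsea 1.28.0 were tested with camera and, ranked by the log2 ratio of group means as in the study, with fgsea. Of 6283 Entrez genes in these sets 5929 were matched to a gene in the files. The oncogenic signature sets of the study's own enrichment analysis were not used here.

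The TS/A libraries have 1 library per group, so they give ratios after TMM scaling and no p-value. A list in TS/A is described by the percentile of its median among 10000 random lists of the same size, matched on mean expression, over members with at least 50 reads in a TS/A library. The difference between the effects in the cell lines was tested as an interaction in a fit of all 6 libraries, in which the TS/A libraries were assumed to vary like those of 4T1.0.

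The tests, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined. The lists cover Wnt/β-catenin targets, Wnt ligands, receptors, intracellular components and antagonists, HIF, Nrf2, p53, unfolded protein and ATF4, interferon, immediate early, cell cycle, cholesterol and heme genes, chemokines, epithelial, mesenchymal, bone, survival, antigen presentation, megakaryocyte, leukocyte, endothelial and mitochondrially encoded genes. The rule names up to 10 genes past the threshold in each direction with a mean of at least 50 reads, every gene the paper names, and in each list the members with the smallest p (1 where none passed). In TS/A it names the 10 highest and the 10 lowest ratios. Since no gene passed in 4T1.0, the first part of the rule named none. Of 47 genes named in the paper, 34 were tested and 0 passed, also when adjusted over the list alone. At an unadjusted p under 0.05, 1 of them was lower and 0 were higher. Those that a measured panel covers are given singly and the others by this count. Genes outside the rule are marked as chosen after their values were seen.

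Alternatives were DESeq2 1.42.0, limma-voom, 2 other scalings, no filter and a stricter filter on low counts, each library left out in turn, the replicate number as a block, fits of all 6 libraries, scaling to *Hprt*, other set tests and a 2-fold minimum. Limma on log2(RPKM + 1) over genes at 1 RPKM or more in 2 libraries, the estimated correlation for Reactome sets and the list tests with the block were added after the data were seen. The pseudocount was 1 for RPKM values and 0.1 CPM for the mean log2 CPM of lists and the ranking for fgsea. The log2 ratios in TS/A, their ranking and the counts of 2-fold changes used a prior count of 2. Such additions pull ratios of low counts toward 1. In TS/A, *C3* was 82.3-fold higher with the prior count, against a ratio of 234 without it. The share of 4T1.0 calls with the same direction in TS/A could not be given for a comparison with 0 calls. The procedure was tested on simulated counts for the 12253 genes, with known changes in 100 genes per fold size.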

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

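The TS/A libraries, on whose transfected cells the paper's text does not report, are described here, and the tests of explanations were all chosen after the results were seen. Each group is 1 library, so no difference has a replicate check. *Nfe2* had 0 reads in TS/A-Control and 146 in TS/A-Nfe2. The other genes with the highest ratios were *C3*, a complement component, with 1 and 268 reads (ratio 234, exact 95% interval 41.6 to 9273), *Slpi*, a secreted protease inhibitor, with 3 and 65 reads (ratio 18.9, interval 6.19 to 94.1), *Prkcb* with 16 and 174, *Lcn2*, an iron-binding protein of inflamed epithelium, with 54 and 580, *Csf3*, the granulocyte growth factor, with 14 and 143, *Mmp9*, a gelatinase, with 26 and 252, and *Cxcl5*, a neutrophil chemokine, with 71 and 577. The predicted gene *Gm43064* had 0 and 53 reads (lower limit of the exact 95% interval of the ratio 12.1), and *Gm49395* had 3 and 53 reads (ratio 15.4, interval 5.00 to 77.1). Reads of predicted genes can come from genes that overlap them. The lowest ratios were those of *Tcte3* with 51 and 0 reads, *Cd84* with 175 and 27, *Atoh8* with 93 and 34, *Gm10273* with 99 and 40, *Aspa* with 71 and 30, *Ramp1* with 210 and 92, *Dnah7a* with 412 and 183, *Fras1* with 812 and 384, *Nrp1* with 172 and 84 and *Tmem86a* with 2143 and 1072.

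Of the 24 gene lists, 8 had a median outside the central 95% of random lists matched on expression. The median log2 ratio of TS/A-Nfe2 over TS/A-Control was 0.84 for 18 chemokines and inflammatory cytokines (percentile 100), 0.52 for 25 interferon-stimulated genes (percentile 100), 0.22 for 19 mesenchymal genes (percentile 99.99), 0.20 for 35 cell cycle genes (percentile 100), 0.17 for 23 Wnt/β-catenin target genes (percentile 99.5) and 0.11 for 26 immediate early genes (percentile 99.4). It was -0.26 for 5 Wnt ligands (percentile 2.16) and -0.20 for 11 heme synthesis and globin genes (percentile 1.13). These percentiles describe the 2 libraries and are not p-values. Without a change of vector, 4 of these lists moved as far between 4T1.0 libraries numbered 2 and 1. Their medians there were -1.03 (interferon-stimulated), -0.69 (mesenchymal), -0.53 (Wnt ligands) and -0.21 (Wnt/β-catenin targets). The chemokines (-0.11), cell cycle (0.02), immediate early (0.04) and heme (0.17) lists moved less there than in TS/A. The median of all ratios moved by -0.0045 between TMM and upper-quartile scaling. A test of the difference between the effects in TS/A and 4T1.0 found 0 of 13071 genes at an adjusted p under 0.05 from edgeR, and 119 at an unadjusted p under 0.05. With 1 library in each TS/A group, this count does not show that the effects are alike.

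For the inflammatory genes higher in TS/A-Nfe2, leukocytes in the culture are argued against. The reads of *Ptprc*, *Tyrobp*, *Fcer1g*, *Laptm5* and *Cd53* together rose by 0 from TS/A-Control to TS/A-Nfe2, with *Cd53* the highest at 8 and 6. Variation between cultures stays open. The median absolute log2 difference of the same genes between 4T1.0 libraries with the same vector was 0.41. A level of 0.5 or more was set as what it would need and under 0.25 as the level against it. This measure leaves out direction, and the signed list median between numbers 2 and 1 was -0.11. An effect of *Nfe2* also stays open, because the list median in 4T1.0-Nfe2 was -0.20, the opposite direction, but without a call at an estimated correlation, and *Nfe2* was lower there. Vector and culture cannot be told apart with 1 library per group.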

How the results depend on the processing

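Limma on RPKM values, the estimated correlation for Reactome sets and the list tests with the block were chosen after the data were seen. For the main results of each comparison, 87 values under alternatives kept their direction and side of the threshold, 11 counts moved, 10 values reversed, 8 lost and 2 gained significance. For single genes and further lists the numbers were 648 kept, 66 reversed, 18 lost and 25 gained. The values below are log2 fold changes or list medians unless said otherwise, and the cause was not tested. Under another low-count filter or with all 6 libraries, a list can hold other members than in the main fit. DESeq2 called 5 genes lower. With limma-voom the median was 0.017 for Wnt/β-catenin targets, 0.52 for Wnt ligands (no longer past the threshold) and -0.027 for Nrf2 targets. Without a low-count filter it was 0.027 for Wnt/β-catenin targets, 0.30 for Wnt ligands (not past the threshold), 0.050 for leukocyte and 0.12 for megakaryocyte genes. At a mean of 50 reads it was -0.0041 for endothelial genes and 0.27 for Wnt antagonists, and with upper-quartile scaling -0.0027 for endothelial genes. In the fit of 4 groups it was -0.029 for Wnt ligands, 0.058 for leukocyte, 0.00036 for heme and 0.0026 for p53 genes, and *Nfe2l2* was at 0.0017. With cell line plus vector it was 0.032 for Wnt/β-catenin targets, 0.10 for Wnt ligands (not past the threshold), 0.13 for chemokines, 0.069 for interferon-stimulated, 0.043 for megakaryocyte, 0.022 for leukocyte, 0.013 for heme and 0.012 for p53 genes, with *Tnfrsf11a* at 0.0038 and *Nfe2l2* at 0.023. With RPKM it was 0.29 for Wnt ligands (not past the threshold), -0.052 for antigen presentation, -0.0097 for bone, -0.049 for cell cycle, -0.066 for endothelial, -0.034 for mesenchymal, -0.10 for Nrf2 and -0.11 for Wnt receptor genes. Scaled to *Hprt*, *Myb* was at -0.071, and the preranked score of the Wnt receptors was -0.84. The Wnt ligands, at 0.56, did not pass with an estimated correlation or fry, and 0 Reactome sets passed with an estimated correlation. The median of all genes shifted by 0.00086 and -0.0048 with the other scalings.

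With each library left out in turn, the lone library of a group was assumed to vary like the others. Leaving out 1 library also unbalances the replicate numbers between the groups, so the values hold part of the difference between numbers 1 and 2. Genes higher ranged from 0 to 3 and genes lower from 0 to 9, with 3 and 9 without 4T1.0-Nfe2 replicate 2, 4 lower without 4T1.0-Nfe2 replicate 1 and 1 lower without 4T1.0-Control replicate 2. Reactome sets past camera ranged from 31 to 188 against 21, with 88 without 4T1.0-Nfe2 replicate 2, 188 without 4T1.0-Nfe2 replicate 1 and 147 without 4T1.0-Control replicate 2. The range was -1.54 to 0.46 for *Lbh*, -1.35 to 0.30 for *Tnfrsf11a*, -0.60 to 0.68 for *Myb*, -0.64 to 0.031 for *Myc*, -0.076 to 0.074 for *Nfe2l2*, -1.61 to 0.053 for *Lgr6* and -3.96 to 0.22 for *Selp*. List medians ranged from -0.30 to 0.16 for Wnt/β-catenin targets, -0.19 to 0.83 for Wnt ligands, -0.49 to 0.21 for Wnt antagonists, -0.035 to 0.21 for Wnt intracellular components, -0.061 to 0.048 for Wnt receptors, -0.57 to 0.40 for antigen presentation, -0.39 to 0.14 for bone, -0.25 to 0.080 for cholesterol, -0.32 to 0.20 for endothelial, -0.42 to 0.0098 for epithelial, -0.53 to 0.75 for HIF, -0.0027 to 0.19 for heme, -0.72 to 0.30 for interferon-stimulated, -0.73 to 0.22 for leukocyte, -0.24 to 0.23 for megakaryocyte, -0.25 to 0.29 for mesenchymal, -0.11 to 0.12 for Nrf2, -0.27 to 0.027 for survival and -0.16 to 0.023 for p53 genes. For *Axin2* no alternative gave a value, and none was given for *Nfe2* without 4T1.0-Nfe2 replicate 1.

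With the replicate number as a block, edgeR called 8 genes higher and 44 lower, and the median was 0.0051 for Wnt/β-catenin targets and -0.027 for Nrf2 targets. By camera in this fit the interferon-stimulated genes (adjusted p = 0.0095) and the Wnt intracellular components (adjusted p = 0.042) also passed, and no list passed with an estimated correlation. Libraries with the same number deviated together (correlation 0.73 across genes, which are not independent replicates), but no source states that the numbers pair the cultures. Of the 52 genes called with the block, 29 had 50 reads in a TS/A library and 5 of these (17.2%, exact 95% interval 5.85 to 35.8) had the same direction there, against 56.9% of other genes. The interval takes genes as independent, and the direction in TS/A rests on 1 library per group, so it does not show an opposite effect. Counts were simulated for this comparison in 2 ways. Without a pair effect, at the dispersion of the fit without the block, that fit recovered 11 of 100 genes changed 2-fold and 73 of 100 changed 4-fold (5 false calls). With a pair effect, at the dispersion of the fit with the block, the fit with the block recovered 88 and 96 (10 false calls). The fit without the block recovered 0 there. The 11 and 73 come from other simulated counts than the 88 and 96, so their difference is not due to the block alone. Depth limits *Axin2*, *Nfe2*, *Lef1*, *Rankl* and *Opg*, at 16 reads or fewer per 4T1.0 library.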

Differences from the paper's values

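For *Lef1*, the paper's value is about 2.2-fold higher in *Nfe2*-expressing 4T1.0 cells in Fig. 6b, read by eye, with an SD from 3 qRT-PCR samples, and the value from the counts is 1.21-fold on 10 to 16 reads per library. The 95% confidence interval of its log2 fold change, from -1.11 to 1.66, includes the paper's fold, so the counts do not exclude it. Under the 13 alternatives set before the data were examined that gave a value, it ranged from 1.04 to 1.46-fold, and none reached the paper's value within its error.

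The paper states that *Axin2* was higher in *Nfe2*-expressing 4T1.0 cells by qRT-PCR, and *Axin2* had 0 reads in all 4 4T1.0 libraries, so no alternative gave a value. The paper states that the Wnt pathway was enriched in *Nfe2*-expressing 4T1.0 cells. That set was not used here, and the list of Wnt/β-catenin targets had a median log2 fold change of -0.04, while the list of Wnt ligands had one of 0.56 and was higher by camera at a preset correlation (adjusted p = 0.021 from limma) and by preranked enrichment (adjusted p = 0.0087 from fgsea), but not with an estimated correlation (adjusted p = 0.88 from limma). In Fig. 3a, read by eye, *Nfe2* was higher in the *Nfe2*-expressing clone, as it was in the counts. *Lbh*, *Rank*, *Opg*, *Lmo2*, *Myb*, *Hif1a*, *Myc* and *Nfe2l2* did not differ from the paper's panels by more than the larger of the paper's error and the spread between the 4T1.0-Nfe2 libraries. Without 4T1.0-Nfe2 replicate 1 *Rank* (0.39-fold) and *Myb* (1.604-fold) did. *Lbh* without 4T1.0-Nfe2 replicate 1 (0.343-fold) or 4T1.0-Control replicate 1 (1.38-fold) and *Myb* without 4T1.0-Control replicate 2 (1.34-fold) or in the fit with cell line plus vector (1.22-fold) lay outside the paper's error but within the spread between libraries. For *Lmo2* this rule is wide. The paper's value, read by eye, was 1.9-fold with an error of 1.5, and the counts gave 0.57-fold, the other direction. *Rank* (1.2-fold in the paper, 0.81-fold in the counts) and *Myb* (0.8-fold and 1.13-fold) also had other directions.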

Other observations

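The tests of explanations in this part were chosen after the results were seen. Beside the Wnt lists, 5 gene lists passed camera of limma at a preset correlation in the 4T1.0 comparison, and no list passed with an estimated correlation (adjusted p of 0.85 or more) or with fry (adjusted p = 0.98). The estimate takes in the shift between replicate numbers (0.88 for HIF targets), so not passing does not show that a list is unchanged. All 13 mitochondrially encoded genes of the respiratory chain had a negative log2 fold change in 4T1.0-Nfe2, with a median of -0.64 (adjusted p = 3.16e-13 from camera, adjusted p = 0.85 with an estimated correlation). Their mean level was 8.14 and 8.87 log2 CPM in the 4T1.0-Control libraries and 7.77 and 8.01 in the 4T1.0-Nfe2 libraries. Of 26 epithelial genes 19 were negative, with a median of -0.18 (adjusted p = 3.93e-05 from camera, adjusted p = 0.85 with an estimated correlation). *Cldn7*, a tight junction protein, had 390 and 336 reads in 4T1.0-Control and 113 and 99 in 4T1.0-Nfe2, a log2 fold change of -1.72 (standard error 0.29, adjusted p = 1.00 from edgeR), and passed when adjusted over the list alone. Of 28 chemokines and inflammatory cytokines 20 were negative, with a median of -0.20 (adjusted p = 0.0017 from camera, adjusted p = 0.85 with an estimated correlation), but *Il6*, an inflammatory cytokine, had 19 and 38 reads in 4T1.0-Control and 129 and 116 in 4T1.0-Nfe2 (log2 fold change 2.15, standard error 0.49, adjusted p = 1.00 from edgeR). With the replicate number as a block, edgeR gave an adjusted p of 0.0027 for *Cldn7* and 0.024 for *Il6*. The median was -0.17 for 25 immediate early genes (adjusted p = 0.0030 from camera, adjusted p = 0.85 with an estimated correlation) and 0.25 for 35 HIF target genes (adjusted p = 0.021, adjusted p = 0.88 with an estimated correlation). By preranked enrichment with fgsea, which takes genes as independent, the mitochondrially encoded (adjusted p = 0.00017), HIF (adjusted p = 3.37e-05), epithelial (adjusted p = 0.024) and immediate early genes (adjusted p = 0.045) passed, as did the unfolded protein and ATF4 genes (adjusted p = 0.024), and the chemokines did not (adjusted p = 0.11). Some of these calls changed when 1 library was left out, which also unbalances the replicate numbers between the groups. The HIF median was -0.12 without 4T1.0-Control replicate 2 and -0.53 without 4T1.0-Nfe2 replicate 1, and the epithelial median was 0.0098 without 4T1.0-Control replicate 1 and -0.05 without 4T1.0-Nfe2 replicate 2, with no call in either. The chemokines did not pass without 4T1.0-Control replicate 1 (median -0.03) or 4T1.0-Nfe2 replicate 2 (median -0.25), nor the immediate early genes without 4T1.0-Control replicate 1 (median -0.11) or 4T1.0-Nfe2 replicate 1 (median -0.14). The mitochondrially encoded genes passed with each library left out, with a median of -0.24 without 4T1.0-Control replicate 2. With DESeq2 the 5 lower genes, named after their values were seen, were *Mmp10*, a stromelysin, with 1061 and 1212 reads against 408 and 403, *Cldn7*, *Mcpt8*, a granule protease, with 227 and 212 against 49 and 47, *B4galt6* with 179 and 181 against 37 and 31, and *Slc27a6*, a fatty acid transporter, with 104 and 129 against 21 and 17. *Mmp1a*, a collagenase that the paper names, had 26 and 25 reads against 0 and 1.

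The other lists did not pass camera of limma. Their median log2 fold changes were 0.13 for unfolded protein and ATF4 genes, 0.06 for mesenchymal genes, 0.05 for antigen presentation genes, 0.03 for cell cycle, bone and Nrf2 target genes, 0.00 for endothelial genes, -0.01 for heme synthesis and globin genes, -0.02 for p53 target genes, -0.03 for survival genes, -0.07 for cholesterol synthesis genes, -0.11 for megakaryocyte genes, -0.16 for interferon-stimulated genes (adjusted p = 0.056) and -0.19 for leukocyte genes, of which 4 of 24 were tested. The test or the mean had another sign than the median for the antigen presentation, bone, endothelial, mesenchymal and heme lists and for the Wnt receptors. Of the genes in the paper's panel of hypoxic and normoxic cells, *Hif1a* had 154 ± 14 CPM (SD, n = 2) in 4T1.0-Control and 138 ± 3 (SD, n = 2) in 4T1.0-Nfe2, a log2 fold change of -0.16 (standard error 0.20). *Myc* had one of -0.27 (standard error 0.29) and *Nfe2l2* one of -0.01 (standard error 0.21), and *Epas1* had 1, 0, 0 and 0 reads. The oxygen level of the sequenced cultures is not given in the sources used here.

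The 4T1.0 libraries numbered 1 and 2 differed within both groups, with a median log2 difference of -1.05 over 35 HIF targets for number 2 against number 1. Other lists differed too, with a median of -1.03 for interferon-stimulated, -0.69 for mesenchymal, -0.64 for antigen presentation and 0.47 for mitochondrially encoded genes. With a correlation estimated from the 4 libraries, none of these lists passed either (adjusted p = 0.70 from camera of limma). A difference in sequencing depth is argued against by a log2 ratio of reads of -0.062, and reads outside exons by the median of -0.94 that remained with exonic RPKM. A difference in oxygen or cell density between cultures stays open: 34 of the 35 HIF targets were lower in number 2 in both groups, but these genes show the pattern themselves, and the list did not stand apart with an estimated correlation (adjusted p = 0.70 from camera of limma). At the preset correlation the HIF list did (adjusted p = 2.63e-30 from camera), while the estimated correlation passed no list. Neither oxygen, density nor what the numbers mark is stated.

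*Axin2* had 0 reads in all 4 4T1.0 libraries. Counting that misses the gene is argued against by the 302 reads or more in each TS/A library. Depth stays open for a low level, since 0 reads allow up to 3 over the 4 libraries, which is 0.248% of the TS/A-Control level. A loss that also takes the genes on both sides is argued against by *Cep112* and *Gna13*, with 63 reads or more in each 4T1.0 library. The paper's qRT-PCR gives *Axin2* values for 4T1.0 cells (Fig. 6b,c), which runs against a deletion of the gene in the cells used there, without settling it for the sequenced cells. A low level of expression or silencing of the gene stays open, as untested.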
